# Klf5 regulates muscle differentiation by directly targeting muscle-specific genes in cooperation with MyoD in mice

**DOI:** 10.7554/eLife.17462

**Published:** 2016-10-15

**Authors:** Shinichiro Hayashi, Ichiro Manabe, Yumi Suzuki, Frédéric Relaix, Yumiko Oishi

**Keywords:** satellite cell, muscle differentiation, muscle regeneration, Krüppel-like factor, Mouse

## Abstract

Krüppel-like factor 5 (Klf5) is a zinc-finger transcription factor that controls various biological processes, including cell proliferation and differentiation. We show that Klf5 is also an essential mediator of skeletal muscle regeneration and myogenic differentiation. During muscle regeneration after injury (cardiotoxin injection), Klf5 was induced in the nuclei of differentiating myoblasts and newly formed myofibers expressing myogenin *in vivo*. Satellite cell-specific *Klf5* deletion severely impaired muscle regeneration, and myotube formation was suppressed in *Klf5*-deleted cultured C2C12 myoblasts and satellite cells. *Klf5* knockdown suppressed induction of muscle differentiation-related genes, including myogenin. Klf5 ChIP-seq revealed that Klf5 binding overlaps that of MyoD and Mef2, and Klf5 physically associates with both MyoD and Mef2. In addition, MyoD recruitment was greatly reduced in the absence of Klf5. These results indicate that Klf5 is an essential regulator of skeletal muscle differentiation, acting in concert with myogenic transcription factors such as MyoD and Mef2.

**DOI:** http://dx.doi.org/10.7554/eLife.17462.001

## Introduction

Skeletal muscle, the dominant organ for locomotion and energy metabolism, has a remarkable capacity for repair and regeneration in response to injury, disease and aging. Regeneration of adult skeletal muscle following injury occurs through the mobilization of satellite cells (SCs), a population of injury-sensitive quiescent muscle stem cells that activate, proliferate, differentiate, and fuse with injured myofibers. (Buckingham and Rigby, 2014; Relaix and Zammit, 2012). In an adult skeletal muscle, SCs, characterized by expression of the paired box transcription factor Pax7 are mitotically quiescent and reside in a niche between the basal lamina and sarcolemma of associated muscle fibers. In response to muscle damage, SCs are activated and assume a myoblast identity, thereby initiating muscle repair. After massive proliferation, SC-derived myoblasts undergo differentiation and fusion to form myotubes that replace the damaged myofibers (Comai and Tajbakhsh, 2014), while a subset of activated satellite cells downregulate MyoD, exit the cell cycle to replenish the muscle stem cell pool.

A large body of studies have shown that a family of four myogenic regulatory factors (MRFs) regulating early skeletal muscle development also regulate the postnatal muscle regeneration program. These MRFs include the myogenic basic-helix-loop-helix type transcription factors MyoD and Myf5, which are recruited to skeletal muscle-specific genes regulatory regions, where they determine myogenic fate and initiate the differentiation cascade. Thereafter, MyoD increases the expression of late target genes in cooperation with myogenin and MRF4 through a feed-forward regulatory mechanism that regulates terminal differentiation (Penn et al., 2004). MRFs also enhance myogenic activity by interacting with other transcription factors, including Mef2 (Fong and Tapscott, 2013; Molkentin and Olson, 1996).

Although the core MRF network that governs skeletal muscle regeneration and differentiation has been identified, the sequence of events within muscle-specific gene regulatory regions during differentiation is not fully understood. It is highly likely, for example, that the myogenic program driven by MRFs requires input from other transcription factors. More specifically, MRFs, including MyoD, may associate with other transcription factors that respond to microenvironmental cues and restrict the binding of MRFs to particular subsets of target enhancers. This would enable MRF complexes to context dependently regulate muscle genes governing the processes of myocyte differentiation and regeneration. Identification of these MRF partners is therefore important to clarify the mechanism by which MRF-containing transcriptional regulatory complexes achieve precise spatiotemporal regulation of their target genes.

Krüppel-like factors (Klfs) are a subfamily of zinc-finger transcription factors. All Klf proteins contain a DNA-binding domain consisting of three zinc fingers positioned at their carboxyl-terminal end, which enables their specific binding to 'GT-box' or 'CACCC' sites (Bieker, 2001). Several Klf members are involved in the control of skeletal muscle differentiation and function (Prosdocimo et al., 2015). For instance, Klf3 is upregulated during skeletal muscle differentiation and transactivates the muscle creatin kinase (*Mck*) promoter (Himeda et al., 2010). Klf2 and Klf4 are also upregulated in differentiating muscle cells and promote muscle cell fusion (Sunadome et al., 2011). Klf6 promotes and Klf10 inhibits myoblast proliferation (Dionyssiou et al., 2013; Parakati and DiMario, 2013). Klf15 critically regulates skeletal muscle nutrient catabolism, contributing to the regulation of exercise capacity and muscle wasting (Gray et al., 2007; Haldar et al., 2012; Shimizu et al., 2011). These studies demonstrate the pivotal involvement of Klfs in muscle biology. However, their role in the global transcriptional program of muscle differentiation remains unclear. Interestingly, Cao et al. previously showed that binding sites for Sp1, which is structurally related to Klfs and binds to similar GC-rich sequences, are highly enriched in MyoD-binding regions, which suggests there may be interaction between these two transcription factors.

Klf5 is reportedly involved in embryonic development (Shindo et al., 2002), control of cellular proliferation and differentiation (Fujiu et al., 2005; Oishi et al., 2005), stress response (Shindo et al., 2002), and apoptosis (Zhu et al., 2006). *Klf5* null embryos fail to develop beyond the blastocyst stage *in vivo* or to produce embryonic stem cell lines *in vitro*, indicating that Klf5 is essential for maintenance of stemness (Ema et al., 2008; Shindo et al., 2002). Klf5 is expressed in many cell types, including gut epithelial cells (Chanchevalap et al., 2004; Sun et al., 2001), vascular smooth muscle cells (Fujiu et al., 2005), adipocytes (Oishi et al., 2005), neuronal cells (Yanagi et al., 2008) and leukocytes (Yang et al., 2003). In smooth muscle cells, Klf5 regulates the genes involved in early processes of differentiation, including SMemb/NMHC-B and SM22α (Adam et al., 2000; Watanabe et al., 1999). Klf5 is also required for adipocyte differentiation. In 3T3-L1 preadipocytes, Klf5 is induced at an early stage of differentiation by C/EBPβ and δ, which is followed by expression of PPARγ_2_ (Oishi et al., 2005). We previously reported that Klf5 acts as a regulator of lipid metabolism in skeletal muscle (Oishi et al., 2008). However, the role of Klf5 in skeletal muscle differentiation has not been characterized. In the present study, therefore, we investigated the role of Klf5 in skeletal muscle differentiation and regeneration.

## Results

### Klf5 is highly expressed in differentiating myoblasts during muscle regeneration

To test the hypothesis that Klf5 is involved in skeletal muscle regeneration, we first examined tibialis anterior (TA) muscle from C57BL/6J wild-type mice with and without cardiotoxin (CTX)-induced skeletal muscle injury (Lepper et al., 2009). As compared to expression in intact (uninjured) muscle, expression of *Klf5* mRNA in regenerating TA muscles was upregulated 2 and 4 days after injury, as was expression of myogenic factors (*Pax7, Myod1, Myog* and *Myh3*) (Figure 1A).

**Figure 1.**
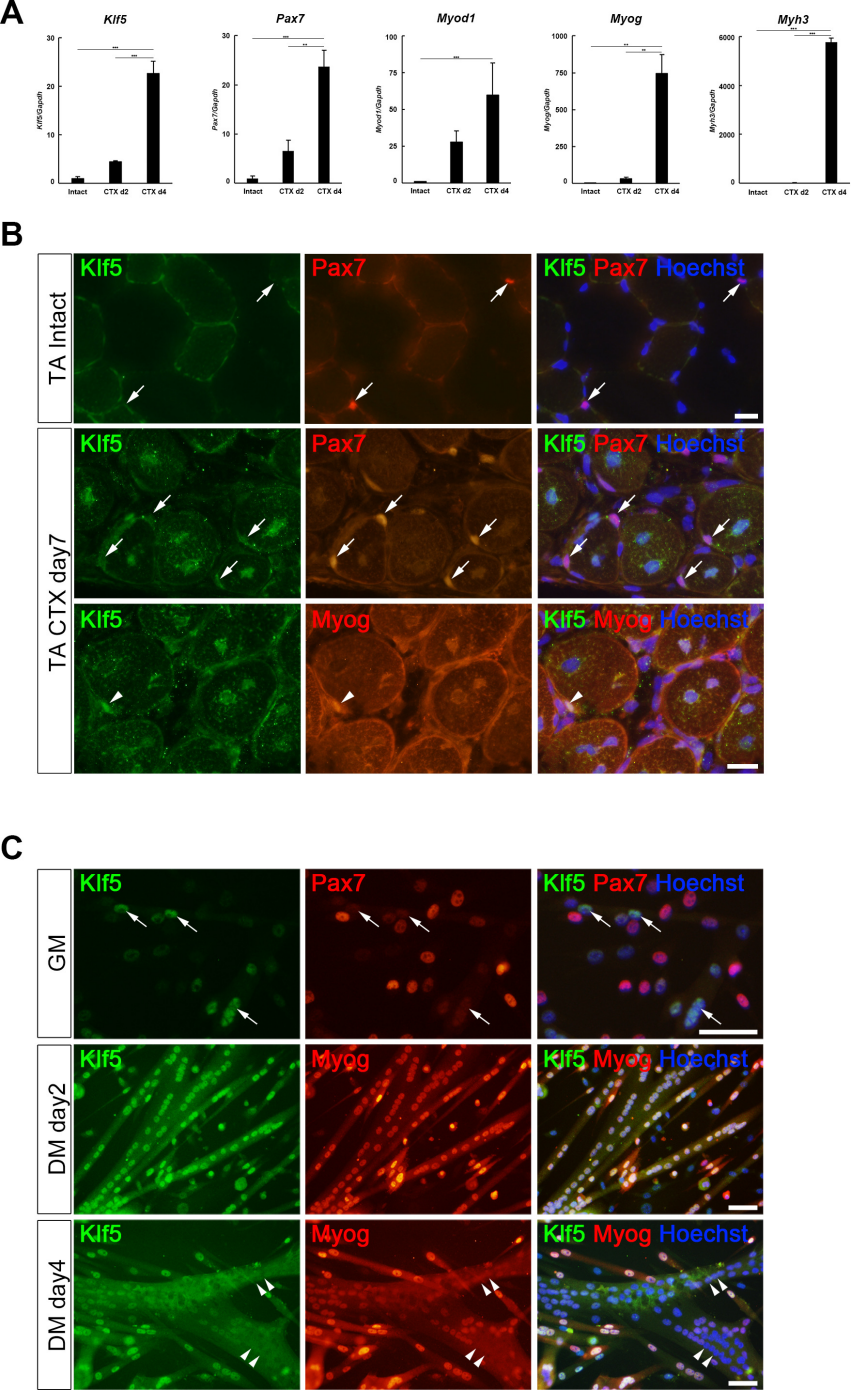
Klf5 is upregulated during myogenesis. (**A**) Relative mRNA expression of *Klf5, Pax7, Myod1, Myog* and *Myh3* (embryonic myosin heavy chain) in intact and regenerating TA muscles. The animals were sacrificed on day 4 after CTX injection. Data are means ± SEM. ***p<0.001. **p<0.01. Representative data from three individual mice are shown. (**B**) Klf5 expression during muscle regeneration. Klf5 was not detectable in quiescent satellite cells (SCs) in intact muscle (arrows in the top panels). During muscle regeneration, Klf5 was highly expressed in the nuclei of differentiating myocytes expressing Myog (arrowheads) and regenerating myofibers, whereas Klf5 expression was not detected or detected very weakly in Pax7-positive SCs (arrows). Representative data from at least three individual mice are shown. Scale bar represents 20 µm. (**C**) Plated SCs were cultured in growth medium (GM) or differentiating medium (DM; for 2 days or 4 days) after isolation and were co-immunostained for Klf5 with Pax7 or Myog. Klf5 is expressed in the differentiating myocytes, which were negative or very weakly positive for Pax7 (arrows). Klf5 was upregulated during differentiation and frequently co-localized with Myog. After 4 days of culture, Klf5 levels were decreased in the nuclei of large myotubes (arrowheads). Representative data from at least three individual mice are shown. Scale bar represents 50 µm. **DOI:** http://dx.doi.org/10.7554/eLife.17462.002

**Figure 1—figure supplement 1.**
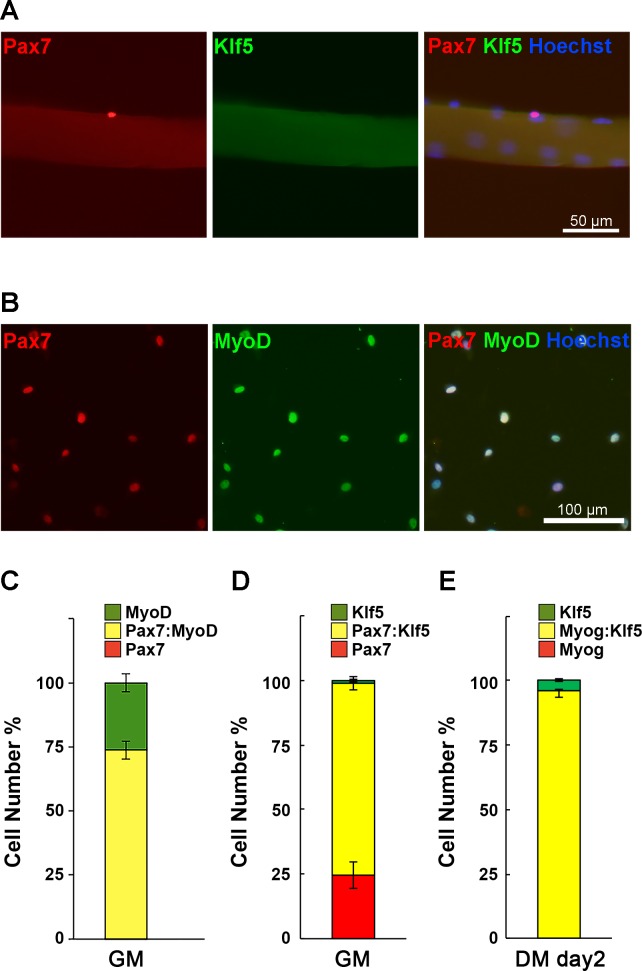
Preparation of SC primary cultures. (**A**) Isolated EDL myofibers with their associated SCs were immediately fixed and immunostained for Pax7 and Klf5. (**B**) SCs were prepared from EDL muscles from wild-type C57/B6 mice and stained for Pax7 and MyoD. (**C–D**) Proportion of Pax7^+^, Pax7^+^: MyoD^+^ and MyoD^+^ cells (**C**) or Pax7^+^, Pax7^+^: Klf5^+^ and Klf5^+^ cells (**D**) in the primary SCs cultured in the growth media (GM). Expression of MyoD in every analyzed cells, indicating these cells are composed of pure, myoblast-lineage population. Pax7^+^: MyoD^-^ cells was not detected. (**E**) Two days post differentiation, propotion of Myog^+^, Myog^+^: Klf5^+^ and Klf5^+^ cells were analyzed. Note that all the Myog positive cells were also positive for Klf5. Data represent means ± SEM. Representative data from at least three individual mice are shown. DM: differentiation medium. **DOI:** http://dx.doi.org/10.7554/eLife.17462.003

Our immunohistochemistry results showed that little or no Klf5 is expressed in Pax7-positive, quiescent SCs or myonuclei that constitute intact muscle (Figure 1B upper panel, Figure 1—figure supplement 1A). Seven days after CTX-induced muscle injury, we observed ongoing muscle regeneration characterized by the presence of centrally located nuclei in regenerating fibers. At that time, expression of Klf5 remained very low in Pax7-positive, activated SCs (Figure 1B, middle panel, arrows). However, higher levels of Klf5 were detected in differentiating myocytes, which expressed myogenin 7 days after injury (Figure 1B, lower panel, arrowheads). Klf5 was also detected within the centrally located nuclei of regenerating myofibers. These results indicate that Klf5 is markedly upregulated in differentiating myocytes and regenerating myofibers during the course of muscle regeneration *in vivo*.

To examine Klf5 expression during muscle differentiation *in vitro*, SCs were isolated from the extensor digitorum longus (EDL) muscle from wild-type mice and placed in culture. After the first passage, nearly 100% of cells were MyoD positive, confirming the high purity of the muscle cell cultures (Figure 1—figure supplement 1B,C). Over 70% of the purified cells were also positive for Pax7 (Figure 1—figure supplement 1C). Consistent with the *in vivo* results, little or no Klf5 was detected in a fraction of the activated SCs expressing Pax7 and MyoD (Figure 1C, upper panel). Approximately 75% of Pax7-positive cells were also weakly positive for Klf5 (Figure 1—figure supplement 1D). Klf5 was induced in differentiating myoblasts exhibiting an absence or low Pax7 expression (Figure 1C, arrows, Figure 1—figure supplement 1D). After differentiation for 2 days, Klf5 was strongly expressed in the nuclei of differentiating myotubes and co-localized with myogenin (Figure 1C, middle panel, Figure 1—figure supplement 1E). However, the strong Klf5 expression was transient, and by day 4 of differentiation it was undetectable in the nuclei of larger, fused myotubes that had also lost myogenin expression (Figure 1C, arrowheads). These *in vitro* observations indicate that Klf5 is induced in differentiating myoblasts during muscle differentiation and then downregulated in mature myotubes.

### Klf5 is required for muscle regeneration

The finding of temporal overlap between Klf5 expression and muscle regeneration and differentiation *in vivo* and *in vitro* prompted us to examine the role of Klf5 in SC-mediated muscle regeneration *in vivo*. Mice carrying floxed *Klf5* alleles with loxP sites were crossbred with mice expressing *Pax7*-driven CreERT2, a tamoxifen-inducible recombinase to generate *Pax7^CE/+^;Klf5^flox/flox^*mice. The *Pax7^CE/+^* mice were previously shown to be able to ablate almost 100% of SCs when crossed with *R26R^GFP-DTA/+^*mice (Lepper et al., 2009, 2011). The *Pax7^CE/+^;Klf5^flox/flox^* model enabled us to selectively delete *Klf5* from SCs after tamoxifen injection. To induce SC-specific *Klf5* deletion, 8- to 12-week-old *Pax7^CE/+^;Klf5^flox/flox^* mice were treated with tamoxifen for 5 days before use in subsequent experiments. Control *Pax7^+/+^;Klf5^flox/flox^* mice were also treated with tamoxifen. Hereafter, *Pax7^CE/+^;Klf5^flox/flox^* and *Pax7^+/+^;Klf5^flox/flox^* mice will represent the mice treated with tamoxifen in this manner. Muscle histology revealed that *Pax7^CE/+^;Klf5^flox/flox^* mice or control *Pax7^+/+^;Klf5^flox/flox^* mice displayed no obvious phenotypic alterations under physiological conditions and exhibited no morphological alterations in their skeletal muscle stained with hematoxylin and eosin (H&E) 28 days after tamoxifen treatment (Figure 2—figure supplement 1).

After continuous tamoxifen administration for 5 days, CTX was injected into the TA muscles of both *Pax7^CE/+^;Klf5^flox/flox^* and control *Pax7^+/+^;Klf5^flox/flox^* mice, which were then analyzed 4, 7 and 28 days after injury. On day 4 after injury, mRNA expression of *Myog* and *Myh3* was significantly lower in regenerating muscles from *Pax7^CE/+^;Klf5^flox/flox^* mice than control mice; *Pax7* and *Myod1* levels also tended to be reduced, but the differences did not reach statistical significance (Figure 2A). On day 7 after injury, H&E and immunofluorescent staining in control mice revealed efficient muscle regeneration characterized by regenerated myofibers with decreased expression of eMyHC, a marker of immature myofibers (Figure 2B). On the contrary, the regeneration process was significantly impaired in *Pax7^CE/+^;Klf5^flox/flox^* mice. These mice exhibited necrotic fibers and infiltrating inflammatory cells, and an extensive area of regenerating myofibers with prolonged expression of eMyHC (Figure 2B and C). Analysis of the distribution of myofiber diameters revealed that *Klf5* deletion in SCs significantly shifted regenerating myofibers towards smaller diameters (Figure 2D), suggesting differentiation and/or maturation of muscle fibers were impaired by the loss of Klf5.

**Figure 2.**
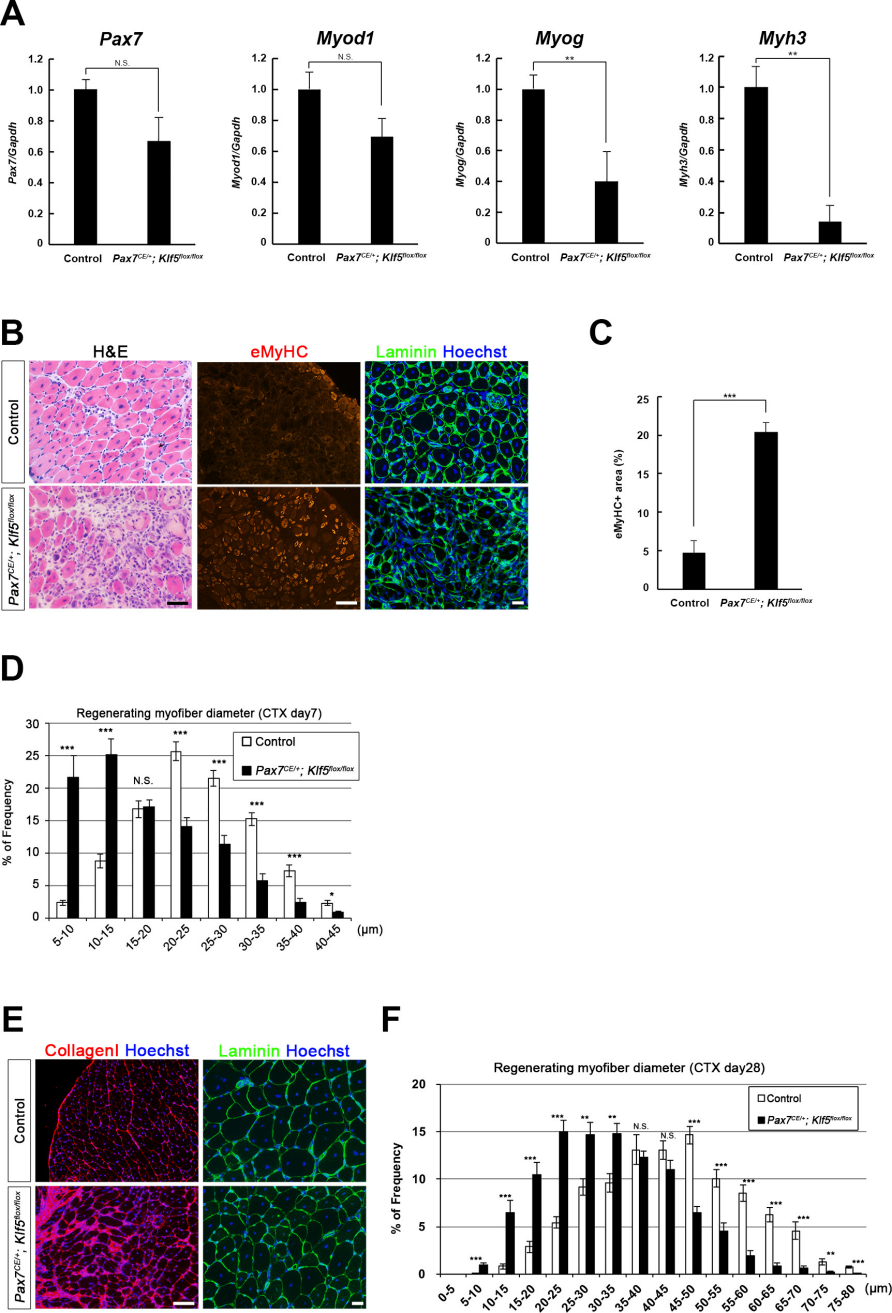
Klf5 is required for muscle regeneration *in vivo*. CTX was injected into the TA muscles of SC-specific *Klf5* knockout mice (*Pax7^CE/+^;Klf5^flox/flox^*) and control *Pax7^+/+^;Klf5^flox/flox^* mice. The animals were then sacrificed on day 4 (**A**), 7 (**B**–**D**) or 28 (**E**–**F**) after CTX injection. (**A**) *Pax7, Myod1, Myog* and *Myh3* expression in regenerating TA muscle (on day 4 after CTX injection) was analyzed using qRT-PCR (**A**). Data represent means ± SEM. n = 3 for each group. **p<0.01. N.S., not significant. (**B–F**) Sections were stained with H&E or immunostained for eMyHC, laminin and collagen I. Representative images of muscle sections on day 7 (**B**) or 28 (**E**) after CTX injection are shown. The eMyHC-positive area 7 days after CTX injection was quantified using Olympus cellSense Digital Imaging software (**C**). Distributions of myofiber diameters on days 7 (**D**) and 28 (**F**) after CTX injection are shown. Representative data from four *Klf5* knockout and five control (for day 7) or four mice for each genotype (for day 28) are shown. Scale bars represent 100 µm. ***p<0.001. **p<0.01. N.S., not significant. **DOI:** http://dx.doi.org/10.7554/eLife.17462.004

**Figure 2—figure supplement 1.**
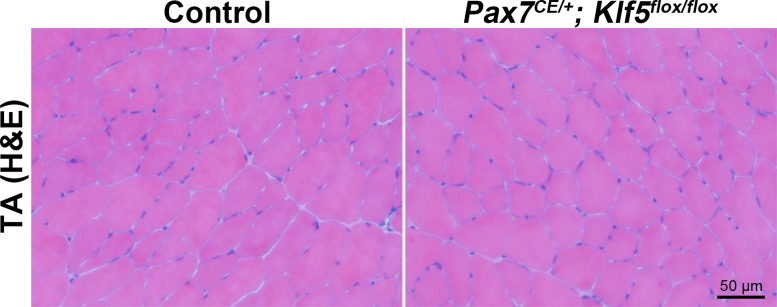
Tamoxifen treatment does not affect TA muscle morphology. TA muscles were obtained from Klf5 knockout mice (*Pax7^CE/+^; Klf5^flox/flox^*) and control *Pax7^+/+^; Klf5^flox/flox^* mice on day 28 after tamoxifen injection. Muscle morphology was assessed by H–E staining. **DOI:** http://dx.doi.org/10.7554/eLife.17462.005

Twenty-eight days after CTX injury in control mice, muscle regeneration was nearly complete, as evidenced by the presence of regenerated, mature fibers and disappearance of inflammatory cells, as previous described (Ingalls et al., 1998). However, the regeneration process was retarded in the injured muscle of *Pax7^CE/+^;Klf5^flox/flox^* mice, and massive deposition of collagen I, indicating enhanced fibrosis, was observed (Figure 2E). In addition, the regenerating myofibers were still shifted toward smaller diameters (Figure 2F). These results indicate that Klf5 is required for proper SC-mediated muscle regeneration after skeletal muscle injury.

### Klf5 is required for myoblast differentiation

The molecular mechanism responsible for muscle regeneration mimics that for skeletal muscle differentiation, and the compromised muscle regeneration after SC-selective *Klf5* deletion suggested to us that Klf5 is necessary for proper skeletal muscle cell differentiation. To test that idea, we used C2C12 myoblasts, a widely-employed cell line that retains the potential to differentiate into myotubes. *Klf5* mRNA was induced after induction of C2C12 cells differentiation and reached a peak on day 4 of myoblast differentiation (Figure 3—figure supplement 1A). Klf5 protein was detected after 2 days of differentiation (Figure 3—figure supplement 1B) and was frequently colocalized with myogenin in the nuclei of differentiating myotubes, which is consistent with the pattern observed during myogenic differentiation of SCs (Figure 3—figure supplement 1B and Figure 1C).

To test the requirement for Klf5 in myoblast differentiation, we generated *Klf5*-null C2C12 cells using a CRISPR-Cas9 system (Ran et al., 2013). Three *Klf5*-null clones and three control clones were established (Figure 3—figure supplement 2A), and it was confirmed that both alleles were targeted by deletion and/or frame-shift mutation at the target loci in the *Klf5*-null clones (Figure 3—figure supplement 2B). Klf5 protein was not detectable after induction of differentiation in any of the three *Klf5*-null clones (Figure 3A and Figure 3—figure supplement 2A), and myotube formation was significantly impaired as compared to the control clones (Figure 3 and Figure 3—figure supplement 2A). This effect occurred concomitantly with decreased expression of myogenin and MyHC on day 4 of differentiation (Figure 3A–C). To determine whether forced expression of Klf5 could rescue the compromised differentiation of *Klf5*-null clones, Klf5 was exogenously introduced using a retrovirus harboring murine Klf5 (RV-Klf5). *Klf5*-null C2C12 cells transfected with RV-Klf5 successfully formed myotubes when stimulated to differentiate, whereas *Klf5*-null cells infected with an empty retrovirus failed to do so (Figure 3D). In addition, immunohistochemistry and western blotting demonstrated that expression of MyHC and myogenin was partially rescued by the forced expression of Klf5 (Figure 3D–F). Klf5 thus appears to be required for a myoblast differentiation.

**Figure 3.**
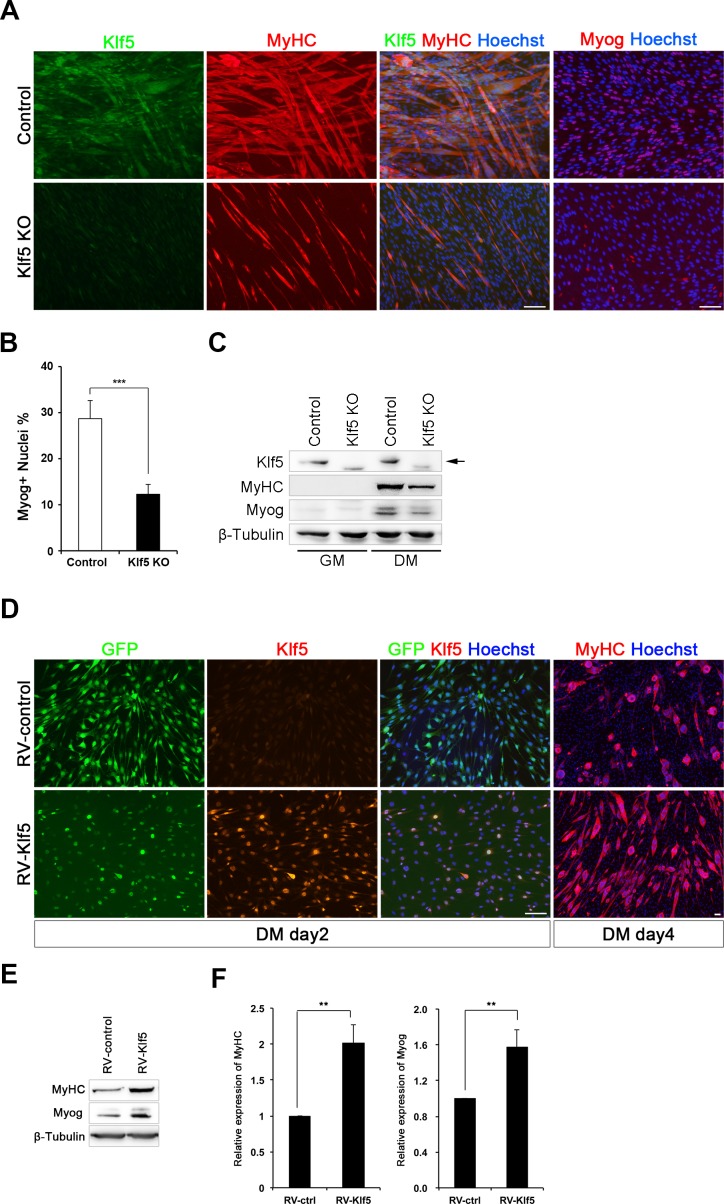
Klf5 is essential for muscle differentiation. (**A**) Establishment of *Klf5* knockout (KO) myoblasts using a CRISPR-Cas9 system. *Klf5* KO C2C12 cells or Control cells were immunostained for MyHC and Klf5 or myogenin. *Klf5* KO cells do not express Klf5 during muscle differentiation and exhibit severely reduced myotube formation. MyHC: myosin heavy chain, Myog: myogenin. Scale bar represents 100 µm. (**B**) Percentage of Myog-positive cells among total cells. *Klf5* KO cells exhibited less Myog expression than Control. Data are means ± SEM. (***p<0.001) Representative data from at least three individual experiments are shown. (**C**) Western blots showing reduced MyHC and Myog expression in *Klf5* KO C2C12 cells during differentiation. Representative data from at least three individual experiments are shown. (**D**) *Klf5* KO cells were infected with a Retro-viral vector (RV-Klf5) harboring *Klf5* or empty vector (RV-control), after which differentiation was induced for 2 or 4 days. The cells were then fixed and immunostained for Klf5 or MyHC. Impairment of myotube formation, as evidence from the loss of MyHC expression in *Klf5* KO cells was rescued by exogenous Klf5 expression. Representative data from at least three individual experiments are shown. (**E–F**) Western blots revealing the reduction of MyHC and Myog expression in *Klf5* KO C2C12 cells and its rescue by RV-Klf5. The expression levels were normalized to β-Tubulin (**F**). Data represent means ± SEM. (**p<0.01) Representative data from at least three individual experiments are shown. **DOI:** http://dx.doi.org/10.7554/eLife.17462.006

**Figure 3—figure supplement 1.**
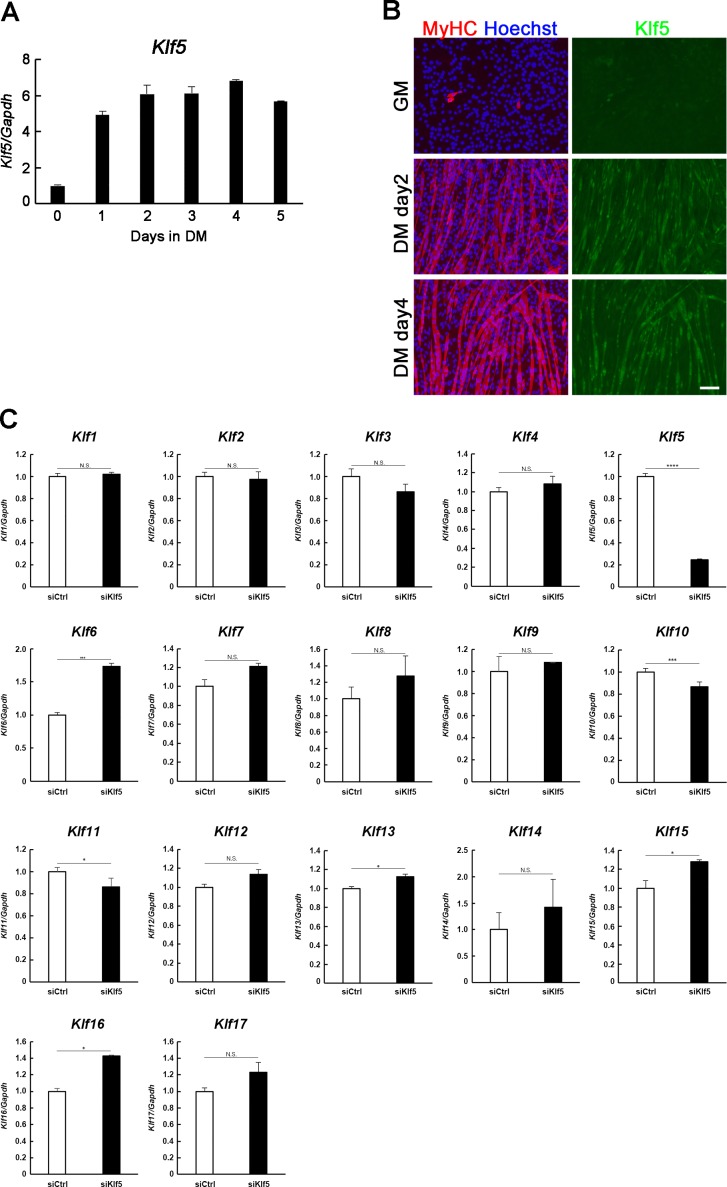
*Klf5* knockdown impairs myoblast differentiation. (**A**) *Klf5* expression during C2C12 differentiation. Bars depict means ± SEM. n = 3, biological replicates. GM: growth medium, DM: differentiation medium. (**B**) Induction of Klf5 expression during C2C12 differentiation was assessed immunostaining for MyHC and Klf5. Klf5 is highly expressed in the nuclei of differentiating myoblasts expressing MyHC and in myotubes. However, little Klf5 expression was seen in proliferating C2C12 cells in GM. Representative data from at least three individual experiments are shown. MyHC: Myosin heavy chain. Scale bar represents 100 µm. (**C**) Relative mRNA expression of Klf family members in C2C12 myotube on day 3 by QPCR. Bars depict means ± SEM. ****p<0.0001, ***p<0.001, **p<0.01, *p<0.05, N.S., not significant. n = 3, biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.17462.007

**Figure 3—figure supplement 2.**
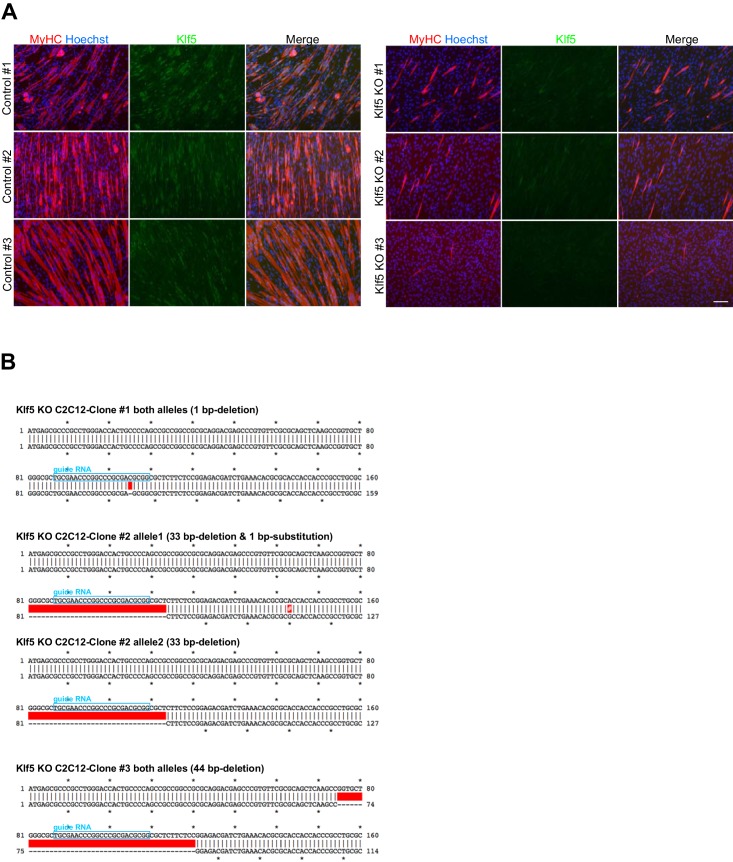
Establishment of *Klf5* knockout C2C12 cells. (**A**) C2C12 cells were transfected with pSpCas9-Klf5 or GFP-targeted control vector. After puromycin selection, the cells were cloned using the limiting dilution method. Three *Klf5* knockout (KO) clones and three control C2C12 clones were obtained. *Klf5* KO was confirmed by the absence of immunofluorescence. Compared to the control cells, all *Klf5* KO cells exhibited defective myotube formation, as indicated by MyHC staining. Scale bar represents 100 µm. (**B**) Confirmation of mutation in the *Klf5* gene locus. The position of guide RNA is indicated by the blue boxes. The red boxes indicate deleted sequences in the mutant allele, and the white # in the red box indicates the substituted nucleotide in the mutant allele. Clones #1 and #3 have a 1-bp deletion mutation in both alleles. The one allele of the clone #2 contains a 33-bp deletion, and the other allele contains a 33-bp deletion plus a 1-bp substitution mutation. **DOI:** http://dx.doi.org/10.7554/eLife.17462.008

**Figure 3—figure supplement 3.**
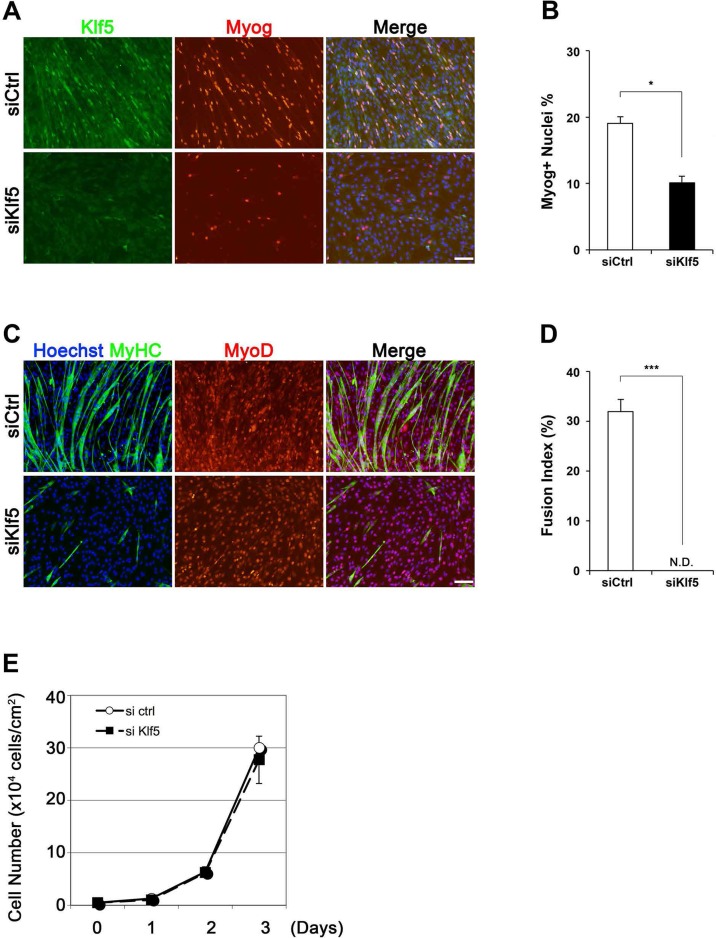
Phenotype of *Klf5* knockdown cells. (**A**–**C**) Klf5, myogenin (Myog), and MyHC expression in C2C12 cells after siRNA treatment. C2C12 cells were treated with either siKlf5 or siControl (siCtrl). After siRNA treatment in GM for 24hr, the medium was replaced with DM. After 2 days in DM, the cells were fixed and co-immunostained. Note the ratio of Myog-positive cell was significantly decreased by siKlf5 treatment (**B**). Data represent means ± SEM. (*p<0.05) Representative data from at least three individual experiments are shown. (**D**) Fusion index indicating fibers containing more than 3 nuclei. The fusion index was significantly reduced in cells transfected with siKlf5, though similar levels of MyoD positivity was detected. Data represent means ± SEM. (***p<0.001) Representative data from at least three individual experiments are shown. Scale bar represents 100 µm. N.D.: not detected. (**E**) Growth curve of siCtrl- and siKlf5-treated C2C12 cells in GM. Data represent means ± SEM. Representative data from four individual experiments are shown. **DOI:** http://dx.doi.org/10.7554/eLife.17462.009

This requirement for Klf5 in myoblast differentiation was further confirmed by knocking down *Klf5* using specific small interfering RNA (siRNA) in C2C12 cells. Immunohistochemistry indicated that the *Klf5* knockdown efficiently inhibited the induction of myogenin (Figure 3—figure supplement 3A and B). At the same time, myotube formation was significantly impaired in the *Klf5* knockdown cells, as quantified based on the Fusion index, which represents the fraction of MyHC-positive, fused myotubes that contain at least three nuclei (Figure 3—figure supplement 3C and D). Although previous reports have shown the involvement of Klf5 in controlling cell proliferation in several cancer cell lines (Sun et al., 2001), *Klf5* knockdown did not affect C2C12 cell proliferation (Figure 3—figure supplement 3E).

Because previous studies have shown cooperation and competition among Klf members (Sunadome et al., 2011), we analyzed the effects of *Klf5* knockdown on expression of other Klf members. Levels of *Klf6, Klf13, Klf15*, and *Klf16* expression were modestly, but significantly, increased in *Klf5* knockdown cells on day 3 (Figure 3—figure supplement 1C). On the other hand, expression of *Klf10* and *Klf11* was decreased in *Klf5* knockdown cells.

### Klf5 is required for induction of myogenesis-related genes

The observation that Klf5 is required for myoblast differentiation in both SCs and C2C12 cells led us to examine the consequences of *Klf5* knockdown on a genome-wide scale. A series of RNA-seq analyses of differentiating myoblasts and myotubes transfected with siRNA targeting Klf5 or control RNA were performed. 

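RNA was sequenced from C2C12 cells, a mouse myoblast line that fuses into myotubes in differentiation medium, after transfection with control siRNA (siCtrl) or Klf5 siRNA (siKlf5), on days 0, 1, 2 and 3. 1 library was made per siRNA and day, 8 in all. There were thus no replicates, no value has a replicate error, and no p-value is given. The authors selected poly(A) RNA, sequenced both ends of each fragment, aligned the reads to the mm9 genome with STAR and counted them on the exons of RefSeq transcripts with HOMER. Reads of both strands were counted, at most 3 reads were kept per position, and 1 transcript was kept per gene. The FPKM values they deposited were scaled with a matrix total set to 10000000 per library, so they are larger than FPKM in the usual sense. The table holds 24016 transcripts, of which 4634 are at 0 in all 8 libraries. Low values multiplied by transcript length were whole multiples of 1 step per library, and dividing by that step gave the numbers called reads here. The step may not be 1 sequenced read. Mybph, with 1816 bp, had 15979 such reads in control cells on day 2, more than 3 per position on both strands allow. The control libraries held 12178833, 7850497, 20301506 and 12366627 reads on days 0, 1, 2 and 3, and the Klf5 knockdown libraries held 11136799, 8119452, 11808641 and 10864084. On day 2 the control library was thus 1.72 times as deep as the knockdown library. Reads were not spread as single events. On day 3, 471 transcripts in control cells had exactly 6 reads, whereas 64 had exactly 5. The 95% exact (Clopper-Pearson) intervals given for the ratio of 2 libraries were therefore computed on reads divided by 6. This unit was set as 1 fragment with both ends at the limit of 3, but the Mybph value leaves open what it stands for. The intervals cover counting error only. Ratios are log2((siKlf5 + 0.1)/(siCtrl + 0.1)), which moves the ratio of low values towards 0 where both are above 0. Where 1 value is 0, the pseudocount sets the size of the ratio, which can be large on few reads.
Klf5 itself (NM_009769, chromosome 14 of mm9, 99697910 to 99712628, plus strand) was lower in the knockdown library on every day. Its FPKM value was 223.8 in control and 35.1 in knockdown cells on day 0, 381.1 and 159.6 on day 1, 614.4 and 192.1 on day 2, and 933.1 and 211.4 on day 3. On day 3 the knockdown library thus had 22.7% of the control value, a log2 ratio of -2.14 (95% interval -2.46 to -1.85).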

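The genes drawn in Figure 4A were compared between the siKlf5 and siCtrl libraries on each day. Of the 54 genes read from the figure, 52 were expressed, that is, had a mean FPKM value of at least 1 over the 8 libraries. Their median log2 ratio was -0.12 on day 0, -0.32 on day 1, -0.83 on day 2 and -1.46 on day 3. On day 3 all 52 were lower in knockdown cells and 51 were reduced by more than 1.5-fold. None of 10000 random lists of the same size, matched on mean expression, had a median as low on day 3, where the matched lists were centred on 0.00. The genes were read from a figure drawn from these libraries, so this value is not independent of that figure. Of the matched lists, 185 were as low on day 0, 1 on day 1 and none on day 2. The course over the days depends on the filter. With a mean of at least 5 the medians were -0.54, -0.53, -0.88 and -1.02 on days 0, 1, 2 and 3, so the rise of the difference over the days was smaller. With no filter the day 0 median was -0.002. With a pseudocount of 1 in place of 0.1 the day 3 median was -1.17. The 3 genes with the largest reduction, Uts2r, Il6 and Nr4a3, were listed at 0 in knockdown cells on day 3. Their control values were 13.5, 8.58 and 6.24, which rest on 47, 19 and 24 reads.
A list of 101 skeletal muscle genes, written in advance, gave a smaller difference on days 1, 2 and 3, but not on day 0. It shares 14 expressed genes with the Figure 4A list, and 100 of its genes were expressed. Its median log2 ratio was -0.18 on day 0, -0.06 on day 1, -0.01 on day 2 (0.04 after median-ratio centring and after upper-quartile scaling, which shift all transcripts of a day alike) and -0.10 on day 3. The same scalings gave -0.19 and -0.18 on day 0, -0.12 and -0.09 on day 1, and -0.09 and -0.06 on day 3. The matched lists had a median of 0.09 on day 2 and 0.02 on day 3. No random list of the 10000 was as low on day 0 or day 3, 1 was as low on day 2, and 538 were as low on day 1. Of the 100 genes, 57 were lower in knockdown cells on day 3, 20 were reduced by more than 1.5-fold and 9 were increased by more than 1.5-fold. Myh3, which encodes embryonic myosin heavy chain, had FPKM values of 2790 in control and 2685 in knockdown cells on day 3, a log2 ratio of -0.06 (95% interval -0.11 to 0.00). On day 0 its log2 ratio was -0.10 (95% interval -0.40 to 0.21). It was higher in knockdown cells on day 1, at 0.15 (95% interval 0.06 to 0.24), and on day 2, at 0.25 (95% interval 0.20 to 0.31), a day on which abundant transcripts as a group were higher in knockdown cells. The limit of 3 reads per position could have compressed the ratios of so abundant a transcript, which the intervals do not cover. The day 3 value of Myh3 thus does not exclude a larger difference.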

In line with the suppressed myoblast differentiation, expression of a set of genes involved in myogenesis was significantly decreased in *Klf5* knockdown cells (Figure 4A). Among the 12,744 expressed transcripts (normalized counts >4), 1472 with RefSeq annotations were reduced by >1.5-fold on day 3 in the *Klf5* knockdown cells as compared to the control cells. 

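In the deposited table 14312 transcripts had a mean FPKM value of at least 1 over the 8 libraries. On day 3, 1796 of them (12.5%) were lower in the siKlf5 library than in the siCtrl library by more than 1.5-fold, and 1532 (10.7%) were higher. Of the alternatives, requiring the same direction on day 2 moved these counts most. With no filter on low values, 2849 of the 24016 transcripts were reduced, and with a mean of at least 5, 1128 were. Among the 11591 transcripts with a mean of at least 10, 886 were reduced and 717 were increased. Of the reduced transcripts, 698 were also reduced by more than 1.5-fold on day 2, against 458 from chance within bins of mean expression. In 100 pairs of simulated day 3 libraries with no knockdown effect and the depths of the real ones, 471 transcripts on average passed the same cutoff for reduction when reads were drawn singly, and 1174 did when reads were drawn in units of 6. How many transcripts counting noise alone puts past the cutoff thus depends on how far reads are clumped, which these values do not settle.
The 5 largest reductions on day 3 among transcripts with a mean of at least 10 that were also reduced by more than 1.5-fold on day 2 were those of Mir7674, Mir6999, Snora30, Mir365-2 and Snord19. All of them are RNAs of 53 to 111 nucleotides that were listed at 0 in knockdown cells on day 3 and rest on between 3 and 12 reads in control cells, so no size is given for their change.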

Gene ontology analysis revealed that the genes whose expression was reduced by *Klf5* knockdown had significant enrichment of functional annotations for myogenesis and muscle cell development (Figure 4B). 

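The gene ontology databases were not used here, and gene lists fixed in advance were counted instead. Of the expressed skeletal muscle genes 20.0% were reduced by more than 1.5-fold on day 3, against 4.62% in random lists matched on mean expression, none of which held as many. Of 24 expressed glycolysis genes, 5 (20.8%) were reduced, against 3.77% in matched lists, and 1 was increased. Their median log2 ratio was -0.09. Of the 10000 matched random lists, 30 had a median as low as the glycolysis genes. Several glycolytic enzymes have near-identical copies, such as Eno1 and Eno1b, between which the counting could have split reads. Of 50 expressed extracellular matrix genes, 3 (6.0%) were reduced and 5 (10.0%) were increased, against 4.78% and 4.26% in matched lists. Their median log2 ratio was 0.17, higher than that of every matched list, and 0.21 after upper-quartile scaling. On day 0 the median of the extracellular matrix genes was -0.12, lower than that of every matched list, so the direction differed between days.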

Among the 934 genes exhibiting a >1.5-fold increase in expression in *Klf5* knockdown cells, no gene sets directly related to myogenesis were significantly enriched as compared to control cells on day 3 (Figure 4—source data 1).

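On day 3, 46.0% of the 3328 transcripts that passed 1.5-fold in either direction were increased in Klf5 knockdown cells. With upper-quartile scaling this share was 49.3%, from 1643 increased and 1691 reduced transcripts. Of the increased transcripts, 408 were also increased on day 2, against 266 from chance within bins of mean expression. Of the muscle list fixed beforehand 9.0% were increased, against 10.7% of all expressed transcripts and 4.07% in random lists matched on mean expression, of which 131 of the 10000 held as many. The side on which the muscle list falls thus depends on the background. Of 80 cell division and DNA replication genes, all expressed, 13 (16.2%) were increased by more than 1.5-fold on day 3 and none were reduced, against 2.66% and 3.89% in matched lists. Their median log2 ratio was 0.35, higher than that of all 10000 matched lists. Of 39 expressed genes of homologous recombination and repair, 10 (25.6%) were increased and 3 were reduced, against 12.1% and 13.3% in matched lists. Their median log2 ratio was 0.25, and 7 of the 10000 matched lists were higher. The 5 largest increases under the rule that named the largest reductions were those of Snhg9, Snord15b, Snora41, Snord2 and Scarna10. Each was listed at 0 in control cells on day 3 and rests on between 3 and 12 reads in knockdown cells.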

**Figure 4.**
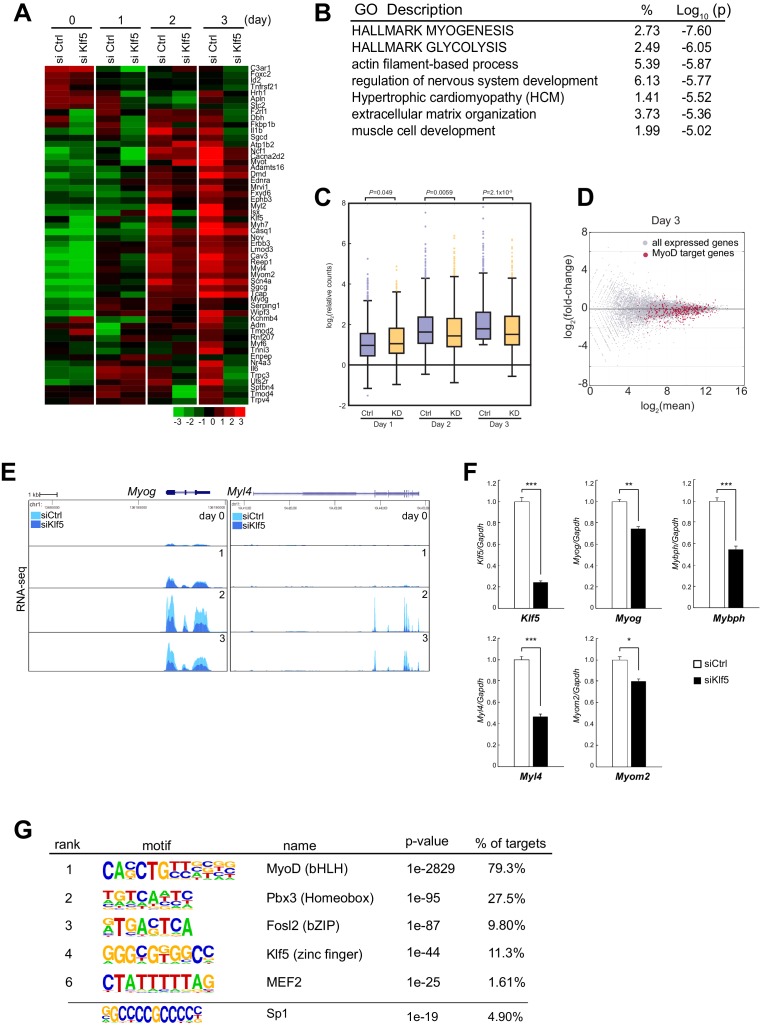
Transient *Klf5* knockdown results in a repression of the myogenic program. (**A**) Hierarchical clustering and heatmap of the expression levels (log2 normalized counts) of genes involved in the Hallmark Myogenesis (hallmark gene sets M5909) in C2C12 myoblasts transfected with control or *Klf5*-specific siRNA after induction of differentiation for the indicated times. (**B**) Functional annotations associated with genes that were inhibited in *Klf5* knockdown cells. (**C**) Relative distribution of RNA-seq tags of genes with MyoD binding during the course of myoblast differentiation. Box-and-whisker plot showing log2 counts of the MyoD-regulated genes and the remaining RefSeq genes normalized to the counts in control siRNA-transfected cells on day 0. P values are between control siRNA (Ctrl) and siKlf5 (KD) cells analyzed using the Mann-Whitney *U* test. (**D**) MA plot depicting the relationship between fold changes in myotube differentiation-related genes, comparing RNA-seq from differentiating myoblasts transfected with control siRNA or siRNA targeting Klf5. Red dots represent genes with MyoD binding, and the Gray dots represents genes without MyoD binding. (**E**) UCSC genome browser images illustrating normalized RNA-seq reads for the representative myogenesis-related genes *Myog* and *Myl4* in control or Klf5 siRNA-transfected C2C12 cells at the indicated days after induction of differentiation. (**F**) Relative mRNA expression of *Klf5, Myog, Mybph, Myl4* and *Myom2* in C2C12 cells transfected with control siRNA or siRNA targeting Klf5. Data represent means ± SEM. (*p<0.05, **p<0.01, ***p<0.001, n = 3, biological replicates). (**G**) *de novo* motifs identified in regions bound by MyoD in myotubes. The enrichment for a known Sp1 motif was also analyzed. **DOI:** http://dx.doi.org/10.7554/eLife.17462.010 10.7554/eLife.17462.011Figure 4—source data 1.Gene ontology analysis on the genes upregulated by *Klf5* knockdown.Functional annotations associated with genes that were induced >1.5-fold with *Klf5* knockdown at day 3 post differentiation.**DOI:** http://dx.doi.org/10.7554/eLife.17462.011

We next assessed the effects of *Klf5* knockdown on MyoD-regulated genes. 

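In control cells 2214 of the expressed transcripts had an FPKM value on day 3 at least 2-fold above that on day 0, with the pseudocount of 0.1 added to both. The MyoD binding sites were not used here, so this set is wider than one restricted to genes with MyoD sites nearby. It holds 86 of the 100 expressed skeletal muscle genes and 37 of the 52 expressed genes of Figure 4A. It holds none of the cell division and DNA replication genes, whose median log2 change from day 0 to day 3 in control cells was -1.77. Chosen in the Klf5 knockdown libraries in the same way, the set had 2132 transcripts. Myog rose from an FPKM value of 479.3 on day 0 to 2293 on day 3 in control cells, and Myod1 went from 502.0 to 529.0.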

Analysis of MyoD binding sites using previously reported MyoD ChIP sequencing (ChIP-seq) of C2C12 myotubes differentiated for 2 days (Cao et al., 2010) revealed that among the Refseq genes, 753 that contained nearby sites bound by MyoD were upregulated by >two-fold on day 3 as compared with day 0. These genes are most likely direct MyoD targets and are highly enriched with myogenesis-related genes. 

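The transcripts induced in control cells from day 0 to day 3 were compared between the siKlf5 and siCtrl libraries on each later day. Their median log2 ratio was 0.06 on day 1, -0.17 on day 2 and -0.38 on day 3, whereas random lists matched on mean expression had medians of 0.01, -0.03 and 0.03. On days 2 and 3 none of the 10000 random lists was as low, and on day 1 none was higher. On day 3, 902 of the induced transcripts (40.7%) were reduced by more than 1.5-fold and 226 (10.2%) were increased. The choice of the set moved the day 3 median most. The siCtrl day 3 library both defines the set and is the comparator on day 3, which may account for part of the size of this median. Chosen in siCtrl day 2 against day 0, which shares no library with the day 3 ratio, 2139 transcripts had a median of 0.09 on day 1 and -0.13 on day 3. The day 2 median of this set, -0.28, carries the same selection, since siCtrl day 2 both defines the set and is the comparator on day 2. Chosen in the mean of both siRNAs on day 3 against day 0, 2128 transcripts had medians of 0.07, -0.13 and -0.16. Chosen in the siKlf5 libraries the day 3 median was 0.09. There the same bias runs the other way, so the sign of this median does not decide the direction on day 3. In simulated day 3 libraries with no knockdown effect, read in units of 6, the set chosen in siCtrl had a median of -0.06.

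**Figure D1:**
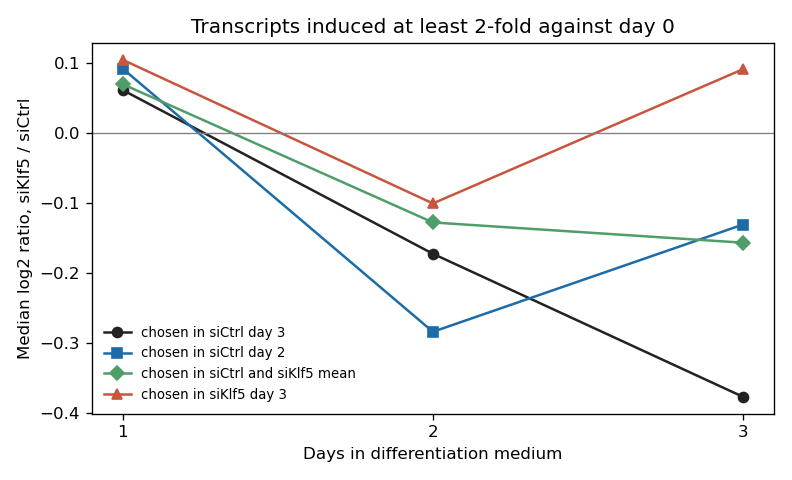
Median log2 ratio of siKlf5 to siCtrl (vertical axis) by day in differentiation medium (horizontal axis) for transcripts at least 2-fold above day 0. Each line is a set chosen in the libraries named in the legend. On day 3 the medians lie between -0.38, for the set chosen in siCtrl day 3, and 0.09, for the set chosen in siKlf5 day 3.

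Myog, Mybph, Myl4 and Myom2 were lower in knockdown cells on every day. On day 3 Mybph (NM_016749) had FPKM values of 3337 in control and 1724 in knockdown cells, a log2 ratio of -0.95 (95% interval -1.07 to -0.84). Myom2 (NM_008664) had 1128 and 741, a log2 ratio of -0.61 (95% interval -0.72 to -0.50). Myod1 had 529.0 and 556.8 on day 3, a log2 ratio of 0.07 (95% interval -0.16 to 0.30). A difference was thus not detectable on that day at this depth. On day 0 Myod1 was lower in knockdown cells, at -0.33 (95% interval -0.59 to -0.08), and its intervals on days 1 and 2 include 0.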

The effect of *Klf5* knockdown on the expression of MyoD-regulated genes became more pronounced as the course of differentiation proceeded (Figure 4C), and expression of those MyoD-regulated genes on day 3 was significantly decreased by *Klf5* knockdown (Figure 4C and D). This distinct pattern of gene expression is exemplified by *Myog* and *Myl4* (Figure 4E). 

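Myog (NM_031189) lies on the plus strand of chromosome 1 of mm9, from 136186581 to 136189125, and its exons add up to 1475 bp. Myl4 (NM_010858), which encodes a myosin light chain, lies on the plus strand of chromosome 11, from 104411977 to 104448533, with 872 bp of exons. The GENCODE annotation of the same build lists both as protein-coding genes with the same start positions. In control cells the FPKM value of Myog was 479.3, 1896, 2061 and 2293 on days 0, 1, 2 and 3, and in knockdown cells it was 327.6, 1517, 1740 and 1386. The log2 ratio of Myog was -0.55, -0.32, -0.24 and -0.73 on these days, and on day 3 its 95% interval was -0.87 to -0.58. The value of Myog thus fell between days 2 and 3 in knockdown cells and rose in control cells. The FPKM value of Myl4 was 59.5, 616.2, 1685 and 2390 in control cells, and 28.2, 297.5, 929.1 and 1087 in knockdown cells. The log2 ratio of Myl4 was -1.07, -1.05, -0.86 and -1.14, and its 95% interval was -2.65 to 0.20 on day 0, when 102 and 44 reads were counted, and -1.34 to -0.94 on day 3. The limit of 3 reads per position could have compressed the ratios of abundant transcripts such as Myog, Mybph and Myl4. Beside these ratios, the 200 transcripts with the highest mean values had a median log2 ratio of 0.37 on day 2 and 0.06 on day 3. From the lower expression of such genes in the knockdown cells, and from quantitative PCR, the paper concludes that Klf5 is required for the expression of these MyoD-regulated genes.

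**Figure D2:**
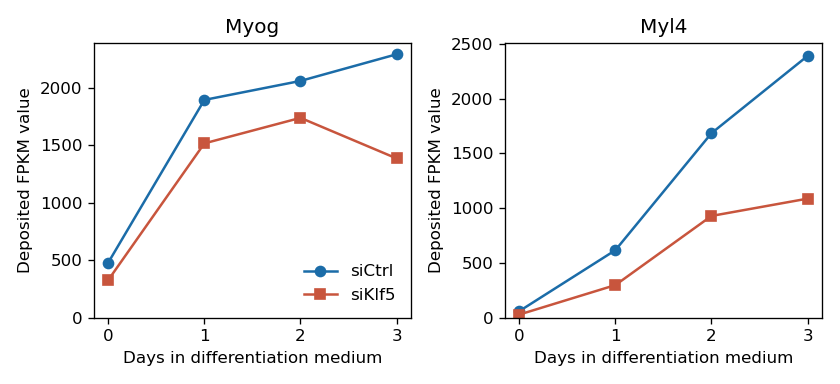
FPKM values as deposited (vertical axis, from 0) of Myog and Myl4 by day in differentiation medium (horizontal axis), with 1 library per point, in siCtrl (circles) and siKlf5 cells (squares). On day 3 Myog was at 2293 in siCtrl and 1386 in siKlf5 cells, and Myl4 at 2390 and 1087.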

Quantitative PCR analysis confirmed that expression of MyoD-regulated genes, as exemplified by *Myog, Mybph, Myl4* and *Myom2*, was significantly decreased by *Klf5* knockdown in C2C12 cells on day 3 post-differentiation (Figure 4F). This indicates that Klf5 is required for expression of these MyoD-regulated genes. Remarkably, *de novo* motif analysis revealed that the top motifs in the MyoD-bound cistrome included ones closely matched with known consensus myogenin (E-box), Mef2 and Klf5 binding motifs, which suggests potential co-localization of MyoD, Mef2 and Klf5 at MyoD-regulated enhancers (Figure 4G). Cao et al. previously showed that the motif for Sp1 is enriched in regions bound by MyoD (Cao et al, 2010). The previously identified Sp1 motif contains a core 5’-CCGCCC-3’ sequence, which matches a subset of the Klf motif ranked as 4th in our de novo motif analysis. This suggests the Sp1 motif may also be enriched. Indeed, enrichment analysis of a known Sp1 motif showed that the Sp1 motif is enriched in the MyoD binding regions (Figure 4G).

### Klf5 regulates myogenesis-related genes in concert with MyoD and Mef2

The observation that the MyoD-bound cistrome was significantly enriched in the KLF5 motif led us to test the hypothesis Klf5 regulates genes involved in myogenesis in concert with MyoD and Mef2. To investigate the location of Klf5 during the course of myoblast differentiation, we performed ChIP-seq using a Klf5 specific antibody. In addition, we used published ChIP-seq data to analyzed the binding sites of Mef2D in C2C12 myotube on day 5, the major Mef2 isoform involved in expression of late muscle-specific genes (Sebastian et al., 2013). As expected, Klf5 bound to the regulatory regions of myogenesis-related genes, as exemplified by *Myog, Myod1, Myl4* and *Mybph*, throughout the course of differentiation (Figure 5A and Figure 5—figure supplement 1). MyoD and Mef2D binding was frequently observed at those gene loci. The recruitment of Klf5, MyoD and Mef2 to the *Myog* enhancer was further confirmed using ChIP-QPCR (Figure 5—figure supplement 2A–C).

**Figure 5.**
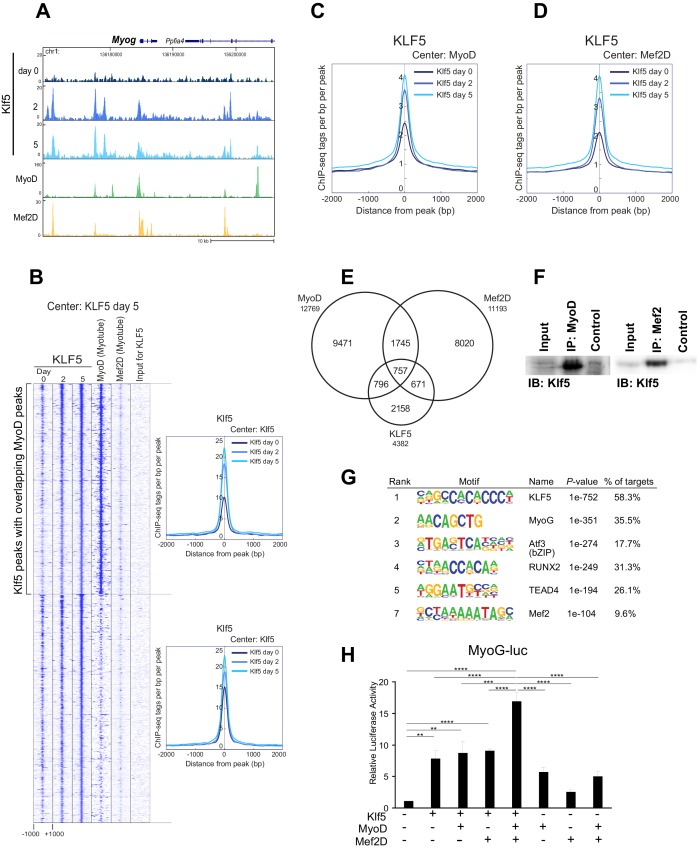
Klf5 regulates myogenesis-related target genes in concert with MyoD. (**A**) UCSC genome browser images illustrating normalized tag counts for Klf5 (post-differentiation day 0, 2, 5), MyoD (myotube, differentiated for 2 days) and Mef2D (myotube, differentiated for 5 days) at *Myog* loci in differentiating C2C12 myotubes. (**B**) Heatmap for binding of Klf5 (post-differentiation day 0, 2, and 5), MyoD (myotubes, differentiated for 2 days) and Mef2D (myotubes, differentiated for 5 days) within 2 kb around the center of the top 1000 Klf5-binding sites on day 5. The Klf5 binding sites were subdivided into 2 groups based on the presence of significant MyoD binding peaks in myotubes within 500 bp of the Klf5 binding regions. The distribution of Klf5 tag densities in each subgroup were shown as histogram. (**C**) Distribution of Klf5 tag densities in the vicinity of MyoD-bound loci in myoblasts differentiated for 0, 2 and 5 days. (**D**) Distribution of Klf5 tag densities in the vicinity of Mef2D-bound loci in myoblasts differentiated for 0, 2 and 5 days. (**E**) Venn diagram showing the overlap between the 12,769 MyoD peaks, 11,193 Mef2D peaks and 4382 Klf5 peaks identified by ChIP-seq. Note over half the Klf5 peaks (2224 out of 4382 peaks) are also bound by MyoD and/or Mef2. (**F**) Direct interaction of Klf5 and MyoD or Mef2 shown by co-immunoprecipitation. Whole cell extract from C2C12 cells differentiated for 5 days were immunoprecipitated using anti-MyoD or anti-Mef2 antibody. The interaction between Klf5 and MyoD or Mef2 is shown compared to the 1% Input or control samples without primary antibodies. (**G**) de novo motifs identified in regions bound by Klf5 in myotubes after differentiation for 5 days. (**H**). HEK-293T cells were co-transfected with *Myog*-luciferase; Klf5, MyoD, and Mef2D expression plasmids, as indicated; and a control CMV-renilla luciferase plasmid. Luciferase activities relative to the basal level of *Myog*-luciferase cotransfected with empty expression vectors are shown. Data represent means ± SEM. (**p<0.01, ***p<0.001, ****p<0.0001). Representative data from three individual experiments are shown. **DOI:** http://dx.doi.org/10.7554/eLife.17462.012

**Figure 5—figure supplement 1.**
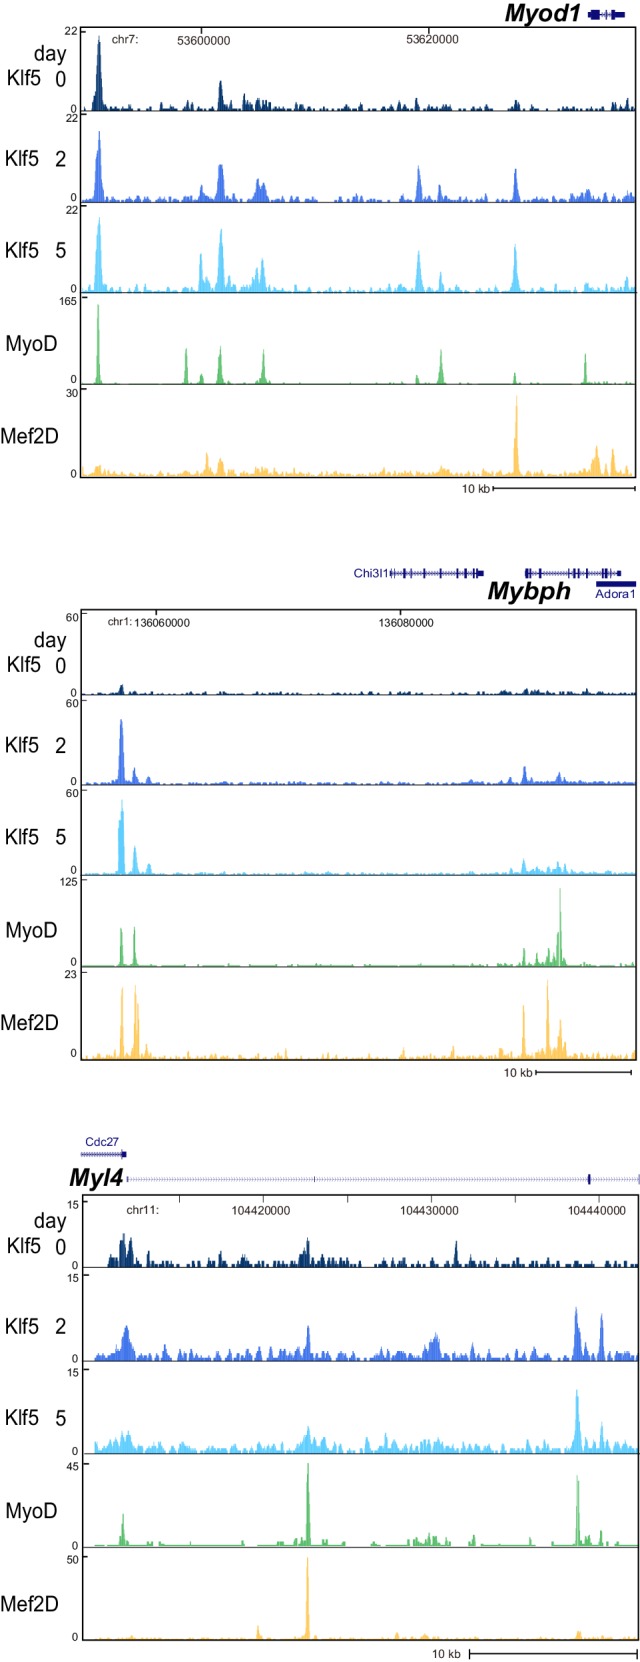
Klf5, MyoD and Mef2D are colocalized in the myogenesis-related gene loci. UCSC genome browser images illustrating normalized tag counts for Klf5 (post differentiation day 0, 2, 5), MyoD (myotubes, differentiated for 2 days) and Mef2D (myotubes, differentiated for 5 days) at *Myod1, Mybph* and *Myl4* loci in C2C12 myotubes. **DOI:** http://dx.doi.org/10.7554/eLife.17462.013

**Figure 5—figure supplement 2.**
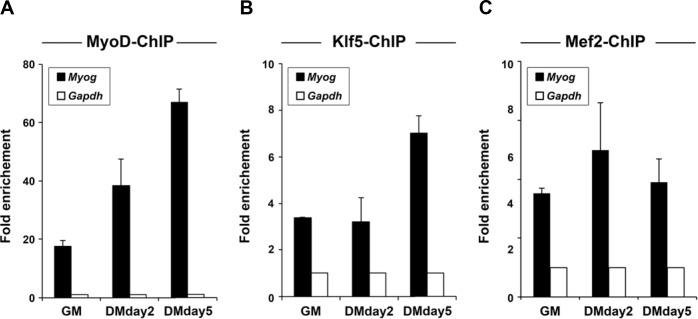
MyoD and Klf5 are recruited to the E-box-containing enhancer of the *Myog* locus. Recruitment of MyoD (**A**), Klf5 (**B**) and Mef2 (**C**) to the *Myog* promoter was monitored using ChIP assays with chromatin prepared from C2C12 myoblasts after differentiation for 0, 2 or 5 days. The *Gapdh* locus served as a negative control. n = 3, biological replicates. **DOI:** http://dx.doi.org/10.7554/eLife.17462.014

**Figure 5—figure supplement 3.**
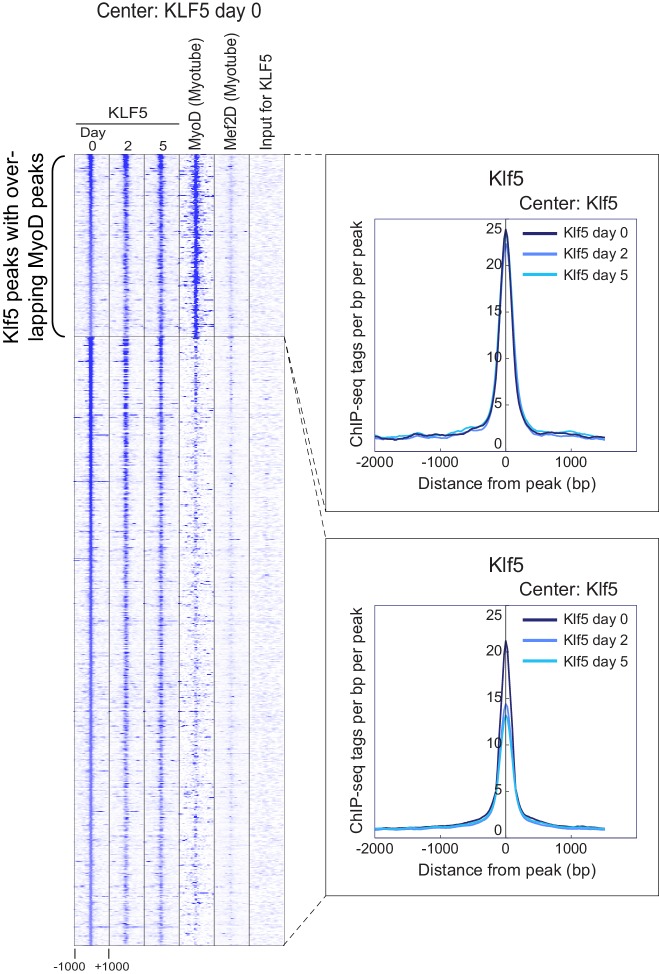
Klf5 binding regions in undifferentiated myoblasts. Heatmap for binding of Klf5 (post-differentiation day 0, 2, and 5), MyoD (myotubes, differentiated for 2 days) and Mef2D (myotubes, differentiated for 5 days) within 2 kb around the center of the top 1000 Klf5-binding sites on day 0. The Klf5 binding sites were subdivided into 2 groups based on the presence of significant MyoD binding peaks in myotubes within 500 bp of the Klf5 binding regions. The distribution of Klf5 tag densities in each subgroup were shown as histogram. **DOI:** http://dx.doi.org/10.7554/eLife.17462.015

Figure 5B shows a heatmap of Klf5, MyoD, and Mef2D binding around the top 1000 Klf5 binding peaks in C2C12 myotubes on day 5. Approximately half of the Klf5 peaks had significant MyoD binding peaks in close proximity. An association with Mef2D was also observed in many Klf5 binding regions. Consistent with these findings, genome-wide binding profiles showed that there is significant overlap among the Klf5, MyoD and Mef2D cistromes (Figure 5C and D). Among 4382 Klf5 peaks observed on day 5 post-differentiation, 757 loci (17.2%) were also bound by both MyoD and Mef2D, and another 1467 sites (33.4%) were bound by either MyoD or Mef2D (Figure 5E). Moreover, Klf5 binding to the MyoD and Mef2D binding peaks increased as differentiation progressed (Figure 5C and D, compare day 0 vs. day 2 and 5). Co-immunoprecipitation showed that Klf5 directly associated with MyoD and Mef2 *in vitro* (Figure 5F). These results suggest that Klf5, MyoD and Mef2 work together to drive expression of a set of genes involved in myogenic differentiation.

Only a small fraction of the regions that had Klf5 binding before differentiation (day 0) had significant MyoD binding in close proximity after starting differentiation into myotubes (Figure 5—figure supplement 3). This is in contrast to the Klf5-bound regions on day 5 (Figure 5B), which showed strong association with MyoD. The association of Klf5 with loci at which Klf5 was already bound before starting differentiation (day 0) was decreased or unchanged over the course of differentiation (Figure 5—figure supplement 3). This was in sharp contrast to the association of Klf5 recruited after starting myogenic differentiation (Figure 5B). Collectively then, a majority of regions that increasingly acquire Klf5 binding during differentiation are also bound by MyoD in proximity to the Klf5 within myotubes. On the other hand, at many observed Klf5 binding regions in myoblasts, binding is decreased during differentiation and not associated with MyoD binding within myotubes. These results suggest that Klf5 has different targets and functions in myoblasts vs. myotubes. Because this study focuses on Klf5’s function during muscle differentiation and regeneration, we will characterize Klf5 binding mainly in myotubes.

Analysis of Klf5-bound motifs revealed that the top motif among the Klf5 cistrome matches the consensus of Krüppel-like factor (Figure 5G). The Myf5 (E-box consensus bound by MRF, including MyoD) and Mef2D motifs were also identified in the de novo motif analysis, suggesting that colocalization of Klf5, MyoD and Mef2 are programmed by cis-regulatory logic. These results demonstrate a significant role for Klf5 in myogenic differentiation, acting in coordination with two other myogenic transcription factors, MyoD and Mef2.

To assess the functional significance of Klf5 in the regulation of muscle-specific target genes, we performed luciferase assays (Figure 5H). To eliminate effects of endogenous MyoD and Mef2D expression, HEK293T cells were co-transfected with Klf5, MyoD, Mef2D and *Myog* promoter-luciferase plasmids, which contained the proximal promoter region bound by Klf5, MyoD and Mef2 determined from each ChIP-seq (Figure 5B). We found that Klf5 alone activated the *Myog* reporter. Moreover, Klf5, MyoD and Mef2D activated the *Myog* reporter additively (Figure 5H). Together, these findings indicate that Klf5 is an active transcription factor for myogenesis, cooperating with MyoD and Mef2.

### Klf5 is necessary for the recruitment of MyoD to muscle-specific target genes

Our results indicate that the Klf5 cistrome significantly overlaps those of MyoD and Mef2 (Figure 5A–E), and Klf5 directly interacts with MyoD and Mef2 (Figure 5F). In addition, the compromised myogenic phenotype observed in *Klf5* knockout SCs and C2C12 cells (Figures 2–4), and the reduction in the fraction of MyoD-regulated gene expression induced by *Klf5* knockdown in differentiating C2C12 cells (Figure 4C,D), also suggest Klf5 affects MyoD-dependent gene regulation. To test whether Klf5 is required for recruitment of MyoD to target sites, we performed ChIP-seq of MyoD in *Klf5-*null and GFP-targeted control C2C12 myotubes to determine the effects of the *Klf5* deletion on the MyoD cistrome. Although levels of MyoD and Mef2 protein were not affected by *Klf5* deletion (Figure 6—figure supplement 1), ChIP-seq revealed that MyoD binding was markedly decreased in *Klf5* knockout cells compared to the GFP-targeted control cells on 3 day post-differentiation, as exemplified with *Myod1, Myog, Myl4* and *Mybph* (Figure 6A and B). This decrease in MyoD binding after *Klf5* deletion was similarly observed in another set of MyoD ChIP-seqs performed independently (Figure 6—figure supplement 2). The impaired recruitment of MyoD to the regulatory region of myogenic genes was further confirmed by ChIP-qPCR (Figure 6C). These results suggest that Klf5 plays a significant role in the recruitment of MyoD to target genes.

**Figure 6.**
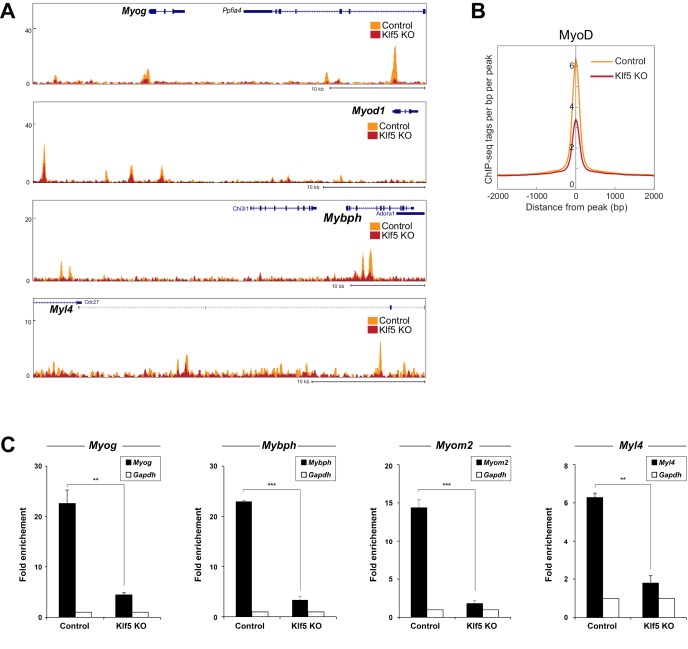
MyoD function is inhibited in *Klf5*-null C2C12 myoblasts. (**A**) UCSC genome browser images illustrating normalized tag counts for MyoD at *Myod1, Myog, Myl4* and *Mybph* gene loci in GFP-targeted control (orange) or *Klf5*-null (red) C2C12 myotubes differentiated for 3 days. (**B**) Distribution of MyoD tag densities in the vicinity of MyoD-bound enhancers in the GFP-targeted control or *Klf5*-null C2C12 myotubes differentiated for 3 days. (**C**) Comparison of MyoD recruitment at E-box containing enhancers of the *Myog, Mybph, Myom2* and *Myl4* gene loci in the GFP-targeted control and *Klf5* null C2C12 myotubes differentiated for 3 days. Data represent means ± SEM. (**p<0.01, ***p<0.001, n = 3, biological replicates). **DOI:** http://dx.doi.org/10.7554/eLife.17462.016

**Figure 6—figure supplement 1.**
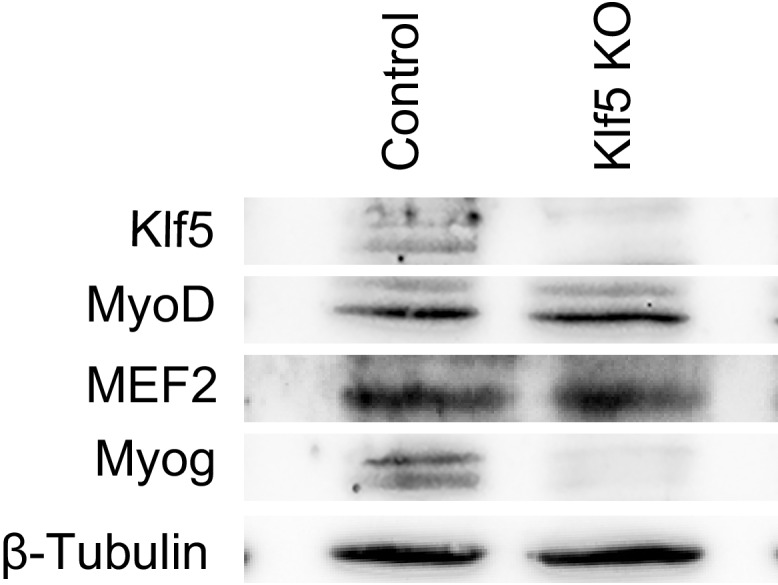
Levels of MyoD and Mef2 protein were not altered by Klf5 deletion. Levels of MyoD, Mef2, Klf5 and Myog protein were analyzed by Western blotting using GFP-targeted control or *Klf5* knockout myoblasts differentiated for 5 days. Representative data from four individual experiments are shown. **DOI:** http://dx.doi.org/10.7554/eLife.17462.017

**Figure 6—figure supplement 2.**
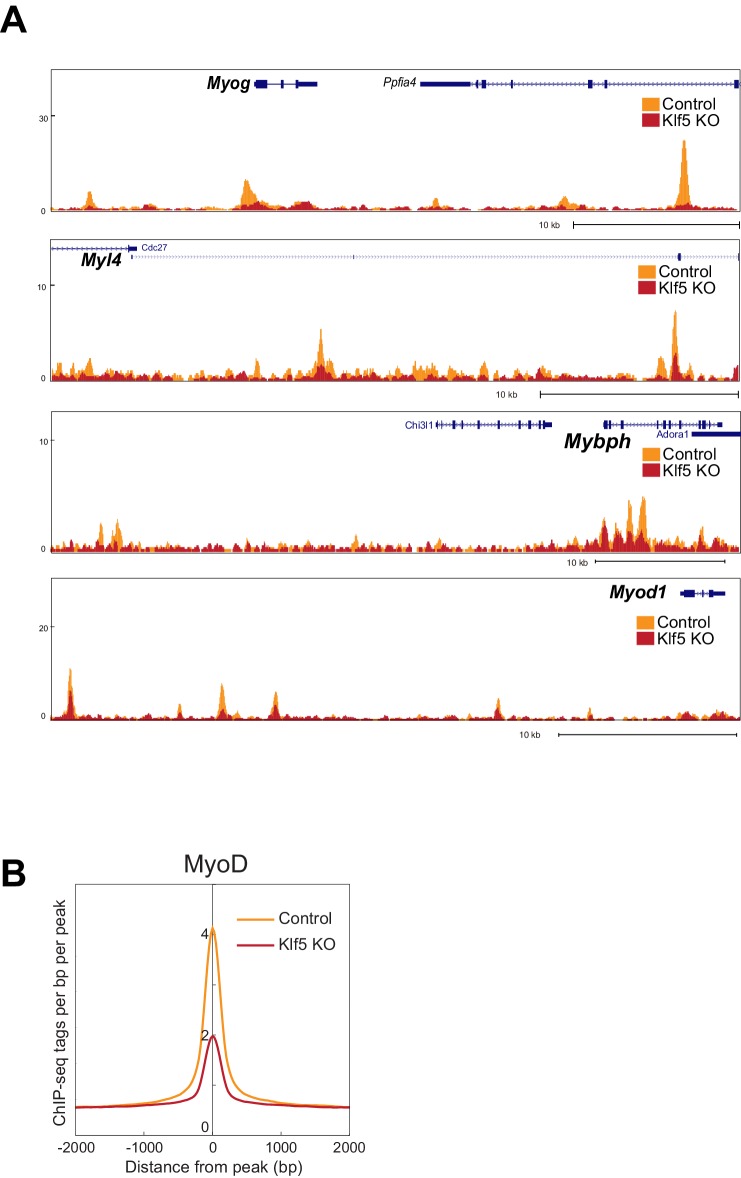
MyoD function is inhibited in *Klf5*-null C2C12 myoblasts -analysis in the another set of control and *Klf5*-null cells. (**A**) UCSC genome browser images illustrating normalized tag counts for MyoD at *Myog, Myl4, Mybph* and *Myod1* gene loci in GFP-targeted control or *Klf5*-null C2C12 myotubes differentiated for 3 days. (**B**) Distribution of MyoD tag densities in the vicinity of MyoD-bound enhancers in GFP-targeted control or *Klf5*-null C2C12 myotubes differentiated for 3 days. **DOI:** http://dx.doi.org/10.7554/eLife.17462.018

### Klf5 is required for satellite cell differentiation

To further test the requirement for Klf5 in SC differentiation, SCs were isolated from the EDL muscle of *Pax7^CE/+^;Klf5^flox/flox^ *and control mice. Those SCs were cultured in growth medium for 3 days, then treated with 4OH-Tmx for 2 days to induce *Klf5* deletion by Cre-ER. In 4OH-Tmx treated *Pax7^CE/+^;Klf5^flox/flox^*SCs, Klf5 protein was undetectable. In these Klf5 knockout cells, myogenin protein was markedly reduced as compared to that in control *Pax7^CE/+^;Klf5^flox/flox^*SCs without 4OH-Tmx treatment (Figure 7A). In addition, mRNA expression levels of *Klf5* target genes exemplified by *Myog, Mybph* and *Myom2* were significantly decreased in those cells (Figure 7B). Collectively, these results indicate that Klf5 is indispensable for differentiation of primary SCs as well as C2C12 cells.

**Figure 7.**
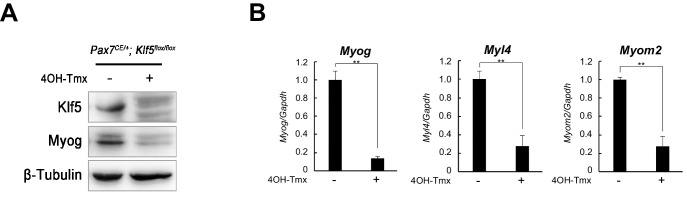
Klf5 is required for satellite cell differentiation. (**A**) Isolated SCs from Klf5 knockout mice (*Pax7^CE/+^;Klf5^flox/flox^*) were cultured in the presence or absence of 4OH-Tmx in growth medium for 2 days. Purified protein derived from primary myotubes differentiated for 3 days were analyzed by western blotting. Representative blots from three individual experiments are shown. (**B**) Relative mRNA expression of *Myog Myl4 and Myom2* in SCs differentiated for 3 days. Data represent means ± SEM (**p<0.01). Representative data from three individual experiments are shown. **DOI:** http://dx.doi.org/10.7554/eLife.17462.019

## Discussion

Several pieces of evidence gathered in this study clarify the essential role of Klf5 in the control of adult skeletal muscle regeneration. First, although expression of Klf5 protein remained low in Pax7^+^ quiescent and activated SCs, Klf5 was significantly induced in myoblasts differentiating after skeletal muscle injury (Figure 1). Second, SC-specific deletion of *Klf5* markedly impaired muscle regeneration after injury due to a failure of differentiation (Figure 2), which confirmed the pivotal involvement of Klf5 in muscle regeneration *in vivo*. Third, suppressed differentiation into myotubes was observed in *Klf5*-null C2C12 myoblasts (Figure 3), after specific *Klf5* knockdown *in vitro* (Figure 3—figure supplement 3) and SCs from Klf5 KO mice (Figure 7). Fourth, inhibition of Klf5 affected transcriptional regulation of muscle-related genes by MRFs, including MyoD and myogenin (Figures 4–6). Collectively, these observations indicate that Klf5 is an essential component of the transcriptional regulatory network governing muscle differentiation and regeneration.

The molecular mechanism underlying muscle regeneration recapitulates many aspects of the process of muscle development. In particular, many of the transcription factors that control embryonic myogenesis also contribute to adult regenerative myogenesis. When a muscle is injured, hepatocyte growth factor (HGF), released from the basal lamina of the injured muscle triggers SC activation (Tatsumi et al., 1998). The activated SCs migrate and rapidly proliferate to give rise to Pax7^+^Myf5^+^ cells, which activate the MRF cascade (Cooper et al., 1999; Kuang et al., 2007). Our present results indicate that Klf5 is induced in myoblast-committed, non-dividing Pax7^low^MyoD^+^ SCs after they are triggered to differentiate into myocytes. Likewise, *Klf5* mRNA remained low in C2C12 myoblasts and SCs cultured in growth media. *Klf5* is greatly upregulated only after switching to differentiation media (Figure 1C, Figure 3—figure supplement 1A–B). In differentiating myoblasts Klf5 is required for expression of *Myog* and muscle-specific genes. Given that Klf5 enhances binding of MyoD to its target sites, these findings collectively suggest that Klf5 is an important regulator that links the early specification program driven by MyoD and Myf5 to the late myotube formation and maturation program driven by myogenin and Mrf4.

To further elucidate the regulatory function of Klf5 in myogenesis, it will be important to determine how Klf5 expression is induced during myocyte differentiation and regeneration. Klf5 is reportedly induced in response to external/endogenous stimuli through various signaling cascades, including p38MAPK (Nandan et al., 2004; Oishi et al., 2010), ERK1/2 (Kawai-Kowase et al., 1999) and IL-1β/HIF-1α (Mori et al., 2009). We previously showed that the p38MAPK pathway controls upregulation of Klf5 in response to angiotensin II in smooth muscle cells (Oishi et al., 2010). The p38MAPK pathway is activated immediately after the onset of myogenic differentiation and muscle regeneration (Chen et al., 2007), and is essential for myoblast differentiation (Gonzalez et al., 2004). Moreover, genome-wide transcriptome analysis of SCs with muscle-specific p38α deletion or C2C12 cells treated with a p38 MAPK inhibitor revealed that p38α is responsible for induction of Klf5 during myoblast differentiation (Segales et al., 2016). Interestingly, that study also showed that inhibiting p38 signaling does not affect expression of MyoD. It therefore seems likely that Klf5 is an essential component of the transcriptional machinery activated by p38 MAPK during myogenic differentiation. A previous study showed that Klf2 and Klf4 are induced by ERK5 signaling and contribute to muscle cell fusion (Sunadome et al., 2011). Microarray analyses in that study indicate that Klf5 expression is not affected by inhibition of ERK5 signaling (GSE25827). This is in agreement with our previous observations that Klf5 expression was unaffected by a MEK inhibitor in smooth muscle cells (Oishi et al., 2010). These findings indicate that members of Krüppel-like factor family differentially contribute to different processes during muscle differentiation and maturation. That said, it is possible that the loss of Klf5 is compensated by other Klf members, as we observed modest changes in the expression of other Klfs in Klf5-deficient C2C12 cells (Figure 3—figure supplement 1). Future studies of possible cooperation and competition among Klf members will be important for elucidating their functional roles in muscle biology. In addition, we found that exogenous Klf5 increased the level of eMyHC in Klf5-deleted C2C12 myotubes, but did not fully recapitulate the normal level of eMyHC expression (Figure 3). This insufficient rescue may reflect differences between endogenous and exogenous Klf5, including the levels and timing of Klf5 expression. In the control cells, for example, Klf5 was transiently upregulated early during differentiation, but this temporal regulation of Klf5 was lost in cells in which exogenous Klf5 was stably expressed. Future studies will also need to address the temporal regulation of Klf members during muscle differentiation and regeneration.

Our ChIP-seq results indicate that deletion of Klf5 impairs recruitment of MyoD. This demonstrates that Klf5 is required for formation of MyoD-containing transcriptional regulatory complexes in at least a subset of the MyoD cistrome (Figure 6). Recent studies have identified several transcription factors that interact with MyoD. For instance, Runx1 is induced in response to muscle injury and acts cooperatively with MyoD and c-Jun to regulate muscle regeneration (Umansky et al., 2015). TEAD4 is another factor reportedly recruited and bound to the locus also occupied by MyoD during the course of myogenic differentiation (Benhaddou et al., 2012). Inhibition of Runx1 or TEAD4 suppresses myogenic differentiation and regeneration, suggesting those two transcription factors, together with MyoD, are necessary to drive muscle regeneration. Of interest, we observed the sequence motif bound by Runx to rank 4th and the MCAT motif bound by TEAD4 to rank 6th among the de novo motifs identified in regions bound by Klf5 in myotubes differentiated for 5 days (Figure 5F and data not shown). These data suggest that Klf5 promotes myogenic differentiation by interacting with multiple transcription factors, including MyoD, Mef2, Runx1 and TEAD4. It is likely these transcription factors are differentially regulated in response to different environmental cues and/or endogenous signaling. Accordingly, the interplay between these multiple factors would enable spatiotemporal regulation and fine tuning of muscle-related gene expression. It would be important to further clarify the logic of transcriptional regulation by these multiple transcription factors. It would also be worth noting that there appears to be a complex cross-regulation of the expression of these factors. For instance, in addition to myogenin, Klf5 appears to regulate TEAD4 because there were Klf5 binding peaks in the vicinity of the genes in our ChIP-seq, and *Klf5* knockdown reduced TEAD4 levels (data not shown). In addition, based on a published microarray analysis of effects of an individual Mef2 isoform (GSE63798) (Estrella et al., 2015) and our results from smooth muscle cells (Oishi et al., 2010), it appears Klf5 is regulated by Mef2A. This reciprocal regulation of Klf5 and other myogenic transcription factors support the notion that Klf5 is a component of an intricate transcription factor network that regulates muscle differentiation and regeneration.

In addition to MyoD and Mef2 identified in the present study, Klf5 has been shown to interact with various other transcription factors and cofactors. For instance we showed that Klf5 interacts with C/EBΒβ and δ to regulate adipocyte differentiation (Oishi et al., 2005), interacts with PPARδ to regulate lipid metabolic genes (Oishi et al., 2008), and interacts with C/EBPα to control the response to renal injury (Fujiu et al., 2011). Klf5 also interacts with unliganded RAR/RXR to induce phenotypic modulation of vascular smooth muscle cells (Fujiu et al., 2005). By taking advantage of this mechanism, we showed that an RAR agonist can inhibit induction of Klf5 target genes, thereby suppressing smooth muscle cell proliferation and neointima formation. We may therefore be able to manipulate the muscle regeneration program by altering the activity of Klf5 through its interacting partners. In sum, our results provide evidence that during skeletal muscle regeneration and myoblast differentiation, Klf5 regulates the expression of late muscle-specific genes in concert with MyoD and Mef2. This finding suggests that it will be of interest to investigate this pathway further with respect to the control of muscle regeneration. It would also be interesting to know whether Klf5-mediated pathways are involved in such pathological conditions as sarcopenia.

## Materials and methods

### Mice

*Klf5^flox/flox^* mice (Takeda et al., 2010) were crossed with *Pax7^CreERT2/+^* mice (Abbreviated *Pax7^CE/+^* [Lepper et al., 2009]) to generate *Pax7^CE/+^;Klf5^flox/flox^* mice. All mice used in this study had a C57BL/6J genetic background, were between 8–12 weeks old and had age-matched littermate controls. Animal experimentation was approved by the Experimental Animal Care and Use Committee of Tokyo Medical and Dental University (approval numbers 2013-027C12 and 0170280C).

### Muscle regeneration

Tamoxifen (Sigma-Aldrich, St. Louis, MO) was dissolved in corn oil (Nakarai, Tokyo, Japan) to a concentration of 20 mg/ml. Eight- to twelve-week-old *Klf5^flox/flox^* and *Pax7^CE/+^;Klf5^flox/flox^* mice were intraperitoneally injected with 100 µl of tamoxifen solution daily for 5 days prior to induction of muscle injury. To induce muscle regeneration, 100 µl of 10 mM cardiotoxin (CTX: Sigma-Aldrich) were injected intramuscularly into the tibialis anterior (TA) muscle of anesthetized mice using a 29G syringe. Regenerating muscles were isolated 4, 7 and 28 days after CTX injection, immediately frozen in cooled isopentane in liquid nitrogen, and stored at −80°C before being cryosectioned. To analyze the distribution of fiber diameters, at least three sections from each of four *Pax7^CE/+^;Klf5^flox/flox^* mice and four *Pax7^+/+^;Klf5^flox/flox^* (control) mice were examined. Immunofluorescent images of laminin were acquired, after which the area surrounded by the laminin signal in each cross-section was quantified using Olympus cellSense Digital Imaging software. In each mouse, the diameters of 1000 (for CTX day 7) or 500 (for CTX day 28) regenerating fibers that had centrally located myonuclei were determined.

### Satellite cell isolation, culture conditions and transfection

Extensor digitorum longus (EDL) muscles were isolated from wild type C57/BL6 males and digested in type I collagenase (Worthington Biochemical Corp., Freehold, NJ). SCs were obtained from isolated myofibers by trypsinization in 0.125% trypsin-EDTA solution for 10 min at 37˚C with 5% CO_2_. SCs were cultured in GlutaMax DMEM (Life Technologies, Grand Island, NY) supplemented with 20% fetal bovine serum (FBS: Hyclone, Thermo scientific, Hudson, NH), 1% chick embryo extract (US Biological, Salem, MA), 10 ng/ml basic fibroblast growth factor (Cell Signaling Technology, Beverly, MA), and 1% penicillin-streptomycin at 37˚C with 5% CO_2_. Myogenic differentiation was induced in GlutaMax DMEM supplemented with 2% horse serum and 1% penicillin-streptomycin at 37˚C with 5% CO_2_.

To assess satellite cells obtained from *Pax7^CE/+^;Klf5^flox/flox^* mice, the cells were treated with 1 µM 4-hydroxytamoxifen (4OH-Tmx; Sigma-Aldrich, H7904) or vehicle 3 days after isolation, then grown in growth medium for another 2 days.

C2C12 mouse myoblasts (RRID:CVCL_0188) were purchased from the ATCC (ATCC #CRL-1772, passage number 6–8, Rockville, MD). The identity was not authenticated by our hands. Cells were free from mycoplasma contamination confirmed by monthly tests for mycoplasma. Cells were cultured in DMEM (Nakarai) containing 10% FBS and 1% penicillin-streptomycin at sub-confluent densities. C2C12 cells were differentiated into myotubes by replacing growth medium with medium containing 2% horse serum with antibiotics (differentiation medium, DM). To knock down Klf5 in C2C12 cells, siKlf5 (Thermo scientific, Dharmacon, siRNA-SMARTpool, M-062477-01-0005) treatment was carried out using RNAiMAX (Life Technologies) according to the manufacturer’s instructions. Each experiments were biologically replicated at least three times.

### Generation of *Klf5* knockout C2C12 cells

*Klf5* gene was engineered as described previously (Ran et al., 2013). Briefly, a plasmid vector containing clustered regularly interspaced short palindromic repeats (CRISPR)-Cas9 endonuclease coupled with paired guide RNAs flanking the mouse *Klf5* gene was transiently transfected into C2C12 cells. Deletion of targeted loci was confirmed by sequencing. Cells transfected with a plasmid vector carrying CRISPR-Cas9 endonuclease coupled with paired guide RNAs flanking the GFP sequence were used as a control (Abbreviated GFP-targeted control).

### Immunofluorescent staining

Cryosections (10 µm thickness) were fixed in 4% paraformaldehyde (PFA)/PBS for 10 min at room temperature. For antigen retrieval, the sections were incubated in 0.01 M citric acid solution (pH 6.0) for 10 min at 80°C. The sections were then permeabilized in methanol for 6 min at −20°C. Cultured cells were also fixed in 4% PFA/PBS for 10 min at room temperature and permeabilized in 0.5% TritonX-100/PBS solution for 5 min at room temperature after washing 3 times. The sections and cells were then blocked in 5% BSA/PBS blocking solution, after which primary antibodies prepared in blocking solution were added and incubated at 4°C overnight. This was followed by 3 washes in PBS and incubation with Alexa fluor-conjugated antibodies (Life Technologies) in blocking solution for 1 hr at room temperature. After another 3 washes in PBS, the sections were counterstained with Hoechst 33342 solution at room temperature for 3 min. The slides were mounted with a coverslip and Fluoromount-G (SouthernBiotech, Birmingham, AL). Immunofluorescent signals from stained sections and cells were captured using a LSM710 confocal imaging system (Carl Zeiss, Inc., Oberkochen, Germany) or OLYMPUS IX73 fluorescence inverted fluorescence microscope with an Olympus DP80 camera and Olympus cellSense Digital Imaging software (Tokyo, Japan).

### Retroviral infection and plasmid vectors

Murine *Klf5* cDNA was cloned into the retroviral backbone pMX-GFP (Cell Biolabs, San Diego, CA) to produce pMX-Klf5-GFP (RV-Klf5), after which the retroviruses were packaged into the Platinum-E (PLAT-E) Retroviral Packaging Cell Line (Cell Biolabs) according to the manufacturer’s instructions. Retroviral infection was accomplished at 37°C overnight using PLAT-E supernatant supplemented with 4 µg/ml polybrene.

### Immunoprecipitation

Cellular protein (600 µg) from differentiated C2C12 myotubes was mixed with 2 µg of anti-MyoD, anti-Klf5 or anti-Mef2 antibody and incubated overnight at 4°C. Twenty µl of protein G Dynabeads (1001D; Life Technologies) were then added to each sample and incubated for 1 hr at 4°C. After the incubation, the samples were washed 6 times with wash buffer (10 mM Tris-HCl, 100 mM NaCl, 1 mM EDAT, 1 mM DTT, 0.5% NP40 and 0.5% TritonX-100), resuspended in SDS sample buffer and heated at 98°C for 5 min prior to electrophoresis. Each experiments were biologically replicated at least three times.

### Immunoblotting

Proteins were quantified using a BCA Protein assay kit (Pierce, Rockford, IL) following the manufacturer’s protocol. Thirty μg of total protein were separated by 10% SDS-PAGE and transferred onto PVDF Immobilon-P membranes (Millipore, Billerica, MA). Western blotting was performed using ECL Prime detection reagent (GE, Waukesha, WI) according to the manufacturer’s instructions. Each experiments were biologically replicated at least three times.

### Real-time PCR analysis

Total RNA was isolated from cultured cells using an RNeasy Mini Kit (Qiagen, Valencia, CA) according to the manufacturer's protocol. RNA or ChIP-DNA were analyzed using real-time PCR with a KAPA SYBR Fast qPCR Kit (Kapa Biosystems, Woburn, MA). The primers for qPCR are listed in Table 2. Each experiments were biologically replicated at least three times.

### Luciferase assay

Murine *Klf5* (Genbank accession number: NM_009769) was sub-cloned into p3xFlag-CMV-7.1 vector. The Myog-Luciferase vector was kindly provided by Dr. T. Sato (Kyoto Prefectural University of Medicine, unpublished). The *Myod1* expression vector was a gift of Dr. P. Maire (Institute Cochin) (Santolini et al., 2016). The *Mef2d* expression vector was kindly provided by Dr. E. Olson (University of Texas Southwestern Medical Center). The 293T cells were transfected with a CMV-Renilla luciferase control reporter plasmid along with Myog-Luciferase, *Klf5, Myod1* and *Mef2d* expression plasmids. The total amount of plasmid DNA was kept constant using p3xFlag-CMV-7.1 empty vector. Forty-eight hours after transfection, the cells were lysed in Passive Lysis Buffer (Promega) and shaken for 15 min. The lysates were used for measurement of firefly and Renilla luciferase activities using EnSpire (PerkinElmer, Waltham, MA), after which the firefly luciferase activity was normalized to the Renilla luciferase activity.

### Library preparation and RNA-seq

PolyA-tagged RNA was pulled down from total RNA using oligo-dT magnetic beads. RNA-seq libraries were multiplexed and prepared according to the manufacturer's protocol (NEB cat#E7530, Ipswich, MA). Libraries were paired-end sequenced on a HiSeq2500 sequencer (Illumina, San Diego, CA). Reads were aligned to the mm9 genome using the default parameter for RNA-star. Aligned read files were analyzed with HOMER (http://homer.salk.edu/homer/) to calculate RPKM from the gene bodies of RefSeq genes and perform motif analysis. Reads counts were normalized using DESeq2 (Love et al., 2014).

### Chromatin immunoprecipitation (ChIP)

Undifferentiated C2C12 myoblasts and myotubes differentiated for 2 or 5 days were used for Klf5 ChIP. For MyoD ChIP in CRISPR-engineered cells, cells differentiated for 3 days were used. Cells were fixed in 1% formaldehyde for 10 min at room temperature. The reactions were stopped by adding glycine to a final concentration of 0.125 M and incubating for 10 min at room temperature. After washing with PBS, the cell pellet was lysed in ice-cold Cell Lysis Buffer, incubated on ice for 10–20 min and centrifuged at 3000 rpm for 5 min at 4°C. The pellet was further lysed in ice-cold RIPA buffer and incubated on ice for 10 min. The resultant cell lysate was sonicated using an ultrasonicator (output 50, 30-s pulses then 1-min pause × 13 times; UD-100: TOMY Seiko, Tokyo, Japan). The chromatin was then pre-cleared by incubating with Sepharose CL-4B (Sigma- Aldrich) for 2 hr at 4°C with constant rotation. After centrifugation, anti-MyoD or anti-Klf5 antibody was added and rotated overnight at 4°C. Protein A-Sepharose 4B fast flow (BD) was then added and incubated for 1 hr at 4°C with constant rotation. Thereafter, the beads were washed 4 times with RIPA buffer, 6 times with LiCl buffer and 3 times with TE buffer, then eluted with 2% SDS solution. After reverse cross-linking at 65°C overnight, the chromatin immunoprecipitate and Input were treated with RNase (37°C, 1 hr) and Proteinase K (42°C, 1 hr). The recovered chromatin was purified using a MiniElute PCR Purification kit (Qiagen) and used for real-time PCR analysis.

### Library preparation and ChIP-Seq

Sequencing libraries were prepared from collected DNA by using NEB next Ultra DNA library prep kit for Illumina according to the manufacturer's protocol (NEB, Ipswich, MA). Libraries were PCR-amplified for 12–15 cycles, size selected by gel extraction and sequenced on a Hi-Seq 1500 (Illumina) for 51 cycles.

### ChIP-seq analysis

ChIP-seq data for MyoD and Mef2D binding in C2C12 cells (SRA010854 and SRP017715) were downloaded from NCBI. Reads were mapped to the mm9 genome using STAR (Dobin et al., 2013). Peak calling and annotation was performed using HOMER version 4 (Heinz et al., 2010) for MyoD and Klf5, and using MACS2 (Zhang et al., 2008) for Mef2D. Peaks that overlapped blacklisted regions (ENCODE Project Consortium, 2012) or simple repeat regions were removed. Homer-identified MyoD and Klf5 peaks with scores ≥20 were considered high confidence binding sites and used for further analyses, except for detection of MyoD peaks in the vicinity of Klf5 peaks in Figure 5. To make a set of potential MyoD-regulated genes, RefSeq genes that contained MyoD peaks within a region −1500 bp from TSS to +1500 bp from TTS were first chosen. Then genes whose normalized counts were increased ≥2-fold in C2C12 myotubes relative to those in myoblasts were selected. The resultant MyoD target gene set contained 753 RefSeq genes. This gene set was highly enriched in GO terms related to muscle differentiation. All RNA-seq and ChIP-seq data are available in the GEO under the accession number GSE80812. To identify enriched motifs in ChIP-seq peaks, we used Homer’s findMotifsGenome.pl software (Heinz et al., 2010).

### Statistical analysis

Sample sizes were not based on power calculations. No animals were excluded from analyses. Comparisons between two groups were analyzed using two-tailed Student’s *t*-test. Differences among more than two groups were analyzed using one-way ANOVA followed by Tukey-Kramer post-hoc tests. Values of p<0.05 were considered statistically significant, except in analyses involving RNA-seq and ChIP-seq. All data are means ± SEM.

### Additional information

Details of antibodies and sequences for qPCR are described in Supplementary file 1.

# Supplementary material for: Klf5 regulates muscle differentiation by directly targeting muscle-specific genes in cooperation with MyoD in mice
**Source:** eLife. 2016 Oct 15;5:e17462. doi: 10.7554/eLife.17462
**Supplement:** Figure 4—source data 1. — Functional annotations associated with genes that were induced >1.5-fold with Klf5 knockdown at day 3 post differentiation. DOI: http://dx.doi.org/10.7554/eLife.17462.011

GO Description % Log10 (p)

ion homeostasis 6.46 -7.19

DNA conformation change 3.34 -6.53

organelle fission 5.60 -6.18

organ morphogenesis 7.64 -6.15

recombinational repair 2.37 -6.12

epithelial mesenchymal transition 2.69 -5.70

# Supplementary material for: Klf5 regulates muscle differentiation by directly targeting muscle-specific genes in cooperation with MyoD in mice
**Source:** eLife. 2016 Oct 15;5:e17462. doi: 10.7554/eLife.17462
**Supplement:** Supplementary file 1. — DOI: http://dx.doi.org/10.7554/eLife.17462.020

**Supplementary information**

Table 1: list of oligonucleotides

| **Gene** | **Application** | **Sense primer (5’-3’)** | **Antisense primer (5’-3’)** |
| --- | --- | --- | --- |
| *Klf5* | qPCR | GGTTGCACAAAAGTTTATAC | GGCTTGGCGCCCGTGTGCTTCC |
| *Pax7* | qPCR | AGGCCTTCGAGAGGACCCAC | CTGAACCAGACCTGGACGCG |
| *Myod1* | qPCR | GGCTACGACACCGCCTACTA | GAGATGCGCTCCACTATGCT |
| *Myog* | ChIP-qPCR | GAATCACATGTAATCCACTGGA | ACGCCAACTG CTGGGTGCCA |
| *Myog* | qPCR | AGTGAATGCAACTCCCACAG | ACGATGGACGTAAGGGAGTG |
| *Myh3* | qPCR | AAAAGGCCATCACTGACGC | CAGCTCTCTGATCCGTGTCTC |
| *Gapdh* | ChIP-qPCR and qPCR | AATGTGTCCGTCGTGGATCT | CATCGAAGGTGGAAGAGTGG |
| *Mybph* | ChIP-qPCR | CCTGCTCAGCTAATCCTTGG | CCTCCTAAGCAGCAAACAGG |
| *Mybph* | qPCR | CCTGAACCTCCGAGTGAAGAT | TCCAACACATAGCCTTGAAGC |
| *Myl4* | ChIP-qPCR | TGCCTGAACTGTTGAGCATC | GCAGCCCACTACACATTCCT |
| *Myl4* | qPCR | AAGAAACCCGAGCCTAAGAAGG | TGGGTCAAAGGCAGAGTCCT |
| *Myom2* | ChIP-qPCR | GCGTTGACTGGCTAGAGTCC | TCACACAGCATGTGTCCAAA |
| *Myom2* | qPCR | AAAAGACACAAGCACTTTGACCA | TGGGAGGATGACTGGGTGG |
| *Klf1* | qPCR | CCTGGCCTCAGACAAAGGG | ATTTCCCGTAAACTTTCTCGCA |
| *Klf2* | qPCR | CTCAGCGAGCCTATCTTGCC | CACGTTGTTTAGGTCCTCATCC |
| *Klf3* | qPCR | GAAGCCCAACAAATATGGGGT | GGACGGGAACTTCAGAGAGG |
| *Klf4* | qPCR | GCTCCTCTACAGCCGAGAATC | ATGTCCGCCAGGTTGAAG |
| *Klf6* | qPCR | GTTTCTGCTCGGACTCCTGAT | TTCCTGGAAGATGCTACACATTG |
| *Klf7* | qPCR | TCCACGACACCGGCTACTT | GGGAGCAGCAAGGGGTCTA |
| *Klf8* | qPCR | TCAGAAAGTGGTTCGATGCAG | AACAGAGCTGGGTTCTCCATT |
| *Klf9* | qPCR | TTATTGCACGCTGGTCACTATC | CTCATCGGGACTCTCCAGAC |
| *Klf10* | qPCR | GTGACCGTCGGTTTATGAGGA | AGCTTCTTGGCTGATAGGTGG |
| *Klf11* | qPCR | CATGGACATTTGTGAGTCGATCC | CCTTTGGTAGATCAGGTGCAG |
| *Klf12* | qPCR | CAGCGCCCTTGAGAACAGAAT | GTGGACGTTTGGAGACCCTTG |
| *Klf13* | qPCR | CCTGGCCTCAGACAAAGGG | ATTTCCCGTAAACTTTCTCGCA |
| *Klf14* | qPCR | CTCCGTGTGCCTCAACTAGC | CAGGCGCATCCAGGATAGC |
| *Klf15* | qPCR | GAGACCTTCTCGTCACCGAAA | GCTGGAGACATCGCTGTCAT |
| *Klf16* | qPCR | ATCCTGGCCGATCTGAGAGG | GTGCGAAGACTTGTAATAGGCT |
| *Klf17* | qPCR | AATAAGGAACAGGCTATGCACC | GTGGCTGATGAAATCCGCTG |
| *Klf5* guide RNA1 | CRSPR-Cas9 | CACCgTGCGAACCCGGCCCGCGACG | aaacCGTCGCGGGCCGGGTTCGCAc |
| *Klf5* guide RNA2 | CRSPR-Cas9 | CACCgCGGAGAAGAGCGCCGCGTCG | aaacCGACGCGGCGCTCTTCTCCGc |
| GFP guide RNA1 (Control 1) | CRSPR-Cas9 | CACCgGAGCTGGACGGCGACGTAAA | aaacTTTACGTCGCCGTCCAGCTCc |
| GFP guide RNA2 (Control 2) | CRSPR-Cas9 | CACCgAAGTTCAGCGTGTCCGGCGA | aaacTCGCCGGACACGCTGAACTTc |

Table 2: list of antibodies

| **Name** | **Application** | **Company** |
| --- | --- | --- |
| Anti-KLF5 | IF: 1/100  Western blotting: 1/1,000 | Kyowa Hakko, KM1784 |
| Anti-KLF5 | Western blotting: 1/1,000  IP, ChIP: 2 µg/sample | Santa-Cruz Biotecnology, sc-22797 RRID:AB_2130422 |
| Anti-Pax7 | IF: 1/100 | Santa-Cruz Biotecnology, sc-81648  RRID:AB_2159836 |
| Anti-MyoD1 | IF: 1/200  Western blotting: 1/1,000  IP, ChIP: 2 µg/sample | Santa-Cruz Biotechnology, sc-760  RRID:AB_2148870 |
| Anti-MyoD1 | Western blotting: 1/1,000 | DAKO, Clone 5.8A, M3512, RRID:AB_2148874 |
| Anti-Myogenin | IF: 1/200  Western blotting: 1/500 | DAKO, Clone F5D, M3559,  RRID:AB_2250893 |
| Anti-Embryonic Myosin Heavy Chain | IF: 1/50 | Developmental Studies Hybridoma Bank (DSHB), Clone F1.652, RRID:AB_528358 |
| Anti-Sarcomeric Myosin Heavy Chain | IF: 1/500  Western blotting 1:1,000 | DSHB, Clone MF20  RRID:AB_2147781 |
| Anti-Laminin | IF: 1/500 | SIGMA-ALDRICH, L9393, RRID:AB_477163 |
| Anti-Type I Collagen | IF: 1/200 | SouthernBiotech, 1310-01 |
| Anti-MEF2 (C-21) | Western blotting: 1/1,000  IP, ChIP: 2 µg/sample | Santa-Cruz Biotechnology, sc-313X, RRID:AB_631920 |
| Anti--Tubulin | Western blotting: 1/10,000 | Wako, 014-25041 |
| Goat anti-mouse IgG-Alexa Fluor 546 | IF: 1:20,000 | ThermoFisher Scientific, A11018,  RRID:AB_2534085 |
| Goat anti-rabbit IgG-Alexa Fluor 488 | IF: 1:10,000 | ThermoFisher Scientific, A11070, RRID:AB_10561551 |
| Goat anti-rat IgG-Alexa Fluor 488 | IF: 1: 10,000 | ThermoFisher Scientific, A11006  RRID:AB_2534074 |
| Donkey anti-goat IgG-Alexa Fluor 594 | IF: 1: 10,000 | ThermoFisher Scientific, A11058  RRID:AB_2534105 |
| Anti-mouse IgG, HRP Linked whole Ab | IF: 1: 10,000 | GE Healthcare, NA931,  RRID:AB_772210 |
| Anti-rabbit IgG, HRP-linked | IF: 1: 10,000 | Cell Signaling Technology, #7074,  RRID:AB_10697506 |
| Anti-rat IgG, HRP Linked whole Ab | IF: 1: 10,000 | GE Healthcare, NA935  RRID:AB_772207 |

How the deposited data were processed for this re-analysis (not part of the article)

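RNA from C2C12 myoblasts transfected with control siRNA or Klf5 siRNA was measured on days 0, 1, 2 and 3 of differentiation, with 1 library per siRNA and day. The ChIP-seq samples of the study were not analysed here.

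The authors aligned paired-end reads of poly(A) RNA to mm9 with STAR and counted reads on the exons of RefSeq transcripts with HOMER, over both strands, with at most 3 reads kept per position and 1 transcript kept per gene. The FPKM values that the authors deposited were scaled with a matrix total set to 10000000 per library and are thus larger than FPKM in the usual sense. The authors also deposited log2 columns, which hold log2 of the FPKM value plus 1 plus an added number between 0 and 1. These were used only in 1 alternative. 1 log2 column carries no day in its name and was not used. The study's text says that read counts were normalized with DESeq2, and those counts were not used here. Antisense genes can share reads because both strands were counted.

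From these values numbers of reads were recovered with the exon length, and 1 recovered read may not be 1 sequenced read. All of the 5413 to 6919 values checked per library lay within 0.1 of a whole number of reads. Recovered depth was between 7850497 (control, day 1) and 20301506 reads (control, day 2). Transcripts with exactly 6 reads outnumbered those with exactly 5 by 2.83 times (control, day 2) to 10.0 times (control, day 1), so reads were not treated as independent. 95% exact binomial intervals were computed on reads divided by 6 and cover counting error only.

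Transcripts with a mean value of at least 1 over the 8 libraries were called expressed. Ratios used a pseudocount of 0.1, and transcripts past 1.5-fold were counted without a test, since no condition has a replicate. Transcripts at least 2-fold above day 0 in control cells on day 3 were called induced. Medians of gene lists were placed among 10000 random lists of the same size, drawn within 50 bins of mean expression from the other expressed transcripts. The shares of the lists past 1.5-fold on day 3 were set beside those of lists drawn in the same way, a background chosen after seeing the data. This describes these libraries and is not a test of the conditions. Besides the genes of Figure 4A, the lists were skeletal muscle, cell division and DNA replication, homologous recombination and repair, glycolysis and extracellular matrix. They were written from general knowledge in place of the Hallmark and gene ontology sets, which were not used here. The genes named were every gene of the Klf family and every gene the study names for C2C12 cells, the 3 largest reductions among the genes of Figure 4A, and the 5 largest reductions and 5 largest increases on day 3 among transcripts with a mean of at least 10 that passed 1.5-fold in the same direction on days 2 and 3. The design, these rules, the lists and most alternatives were fixed before the data were examined. The alternatives were other pseudocounts, filters, scalings, cutoffs and ways to choose the induced set.

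Counting noise was simulated 100 times for each day from the mean of the 2 libraries of that day, with reads drawn singly or in units of 6. The calculations were tested on simulated data for all 24016 transcripts, of which 200 were changed by known folds. With single reads 98.5% of the 200 passed 1.5-fold in the right direction, and with units of 6 reads 96.5% did. Of 100 lists of unchanged transcripts, 90 and 97 respectively lay within the central 95% of the matched lists. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Coordinates are those of the deposited table, on mm9.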

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

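The tests in this part were chosen after the results were seen, although the scalings they use were among the alternatives fixed beforehand. Each comparison rests on 1 library per siRNA and day, and the differences between days were not tested.

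The balance of increased and reduced transcripts differed between days. On day 1, 59.9% of the transcripts past 1.5-fold were increased in Klf5 knockdown cells (2348 increased, 1569 reduced), whereas the share was 45.3% on day 0, 37.2% on day 2 and 46.0% on day 3. Scaling cannot be told apart from a real majority on day 1. The share was 54.3% after median-ratio centring and 56.8% after upper-quartile scaling, but such scalings act on this balance themselves and so do not decide it. Simulated libraries with no knockdown effect gave 50.0%. Both were drawn from the same mean with the same units, so this cannot exclude counting noise that differs between the 2 libraries. In the shortest, middle and longest of 3 groups of equal size by length the share was 57.2%, 60.7% and 63.5%. Increased transcripts were the majority in each group, which argues against length as the only source, although the share rose with length. The day 1 libraries are the shallowest pair, and library preparation cannot be separated from an effect of the knockdown on that day with 1 library each. An effect of the knockdown on day 1 stays open as an untested biological explanation.

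The glycolysis list moved in opposite directions on days 1 and 2. Its median log2 ratio was -0.50 on day 1, lower than all 10000 matched lists, and 0.18 on day 2. On day 1, 9 of the 24 expressed genes were reduced by more than 1.5-fold and none were increased. Abundance does not account for the day 1 value, since matched lists had a median of -0.03, nor does scaling, since the median was -0.57 after median-ratio centring. The day 2 value is close to what abundance alone gives, since matched lists of the same abundance had a median of 0.166 on day 2. What stays open for day 1 is a difference between the cultures or libraries of that day and an effect of the knockdown, neither of which was tested.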

How the results depend on the processing

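Some alternatives in this part were chosen after seeing the data, and they are named as such. The spread used for a list median is the SD of the medians of its matched random lists, and a count was taken as moved when it changed by more than 1.5 times. Each siRNA and day has 1 library, and an analysis that pairs the 2 siRNAs by day over the 4 days was not run.

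The counts of transcripts depended on the filter and the cutoff. With no filter on low values, 24016 transcripts counted as expressed, 2849 were reduced and 2573 increased on day 3. With a mean of at least 5, 1128 were reduced and 933 increased. With a 2-fold cutoff 1069 were reduced and 893 increased, and with the same direction required on days 2 and 3, 698 and 408, which follows from the stricter criteria. The reduced transcripts outnumbered the increased ones under every setting that was run, with the smallest excess, 1691 against 1643, under upper-quartile scaling. Requiring 1 transcript per gene symbol changed nothing, since each symbol already has 1 transcript in the table. Of the settings chosen after seeing the data, a mean of deposited values above 4 gave 1008 increased transcripts. With a pseudocount of 1 it gave 1158 reduced and 948 increased, and with the deposited log2 columns 1132 and 927. A minimum above 4 gave 704 reduced, 595 increased and 972 induced transcripts.

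The median of the induced transcripts kept its sign on day 3 under both other pseudocounts and both scalings. It did so too under the 4 filters set in advance. These were none, a mean of at least 5, a maximum of at least 1 and more than 4 normalized reads. Of the other ways to choose the set, only that in siKlf5 changed the sign, and there the selection favours siKlf5. On days 1, 2 and 3 the median was 0.00, 0.00 and -0.72 with no filter. With a maximum of at least 1 it was 0.00, -0.067 and -0.59. With a mean of at least 5 it was 0.13 on day 1 and -0.29 on day 3, and with a mean of more than 4 normalized reads 0.11 and -0.34. It was 0.017, -0.12 and -0.34 after median-ratio centring, and 0.041, -0.12 and -0.31 after upper-quartile scaling. Chosen in siCtrl day 2 it was 0.091, -0.28 and -0.13, of which the day 2 value shares the library that chose the set. Chosen in siKlf5 it was 0.10, -0.10 and 0.091, and chosen in the mean of both siRNAs -0.13 on day 2 and -0.16 on day 3. For the filters and scalings, the cause was not tested.

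The day 3 median of the Figure 4A genes was -1.17 with a pseudocount of 1 and -1.02 with a mean of at least 5. On days 0, 1 and 2 a mean of at least 5 gave -0.54, -0.53 and -0.88, the other filters set in advance gave -0.002 on day 0, and a pseudocount of 1 gave -0.66 on day 2. The day 1 median of the skeletal muscle genes moved further below 0 with both scalings, to -0.12 and -0.095. With upper-quartile scaling the day 3 median was -0.061 for the skeletal muscle genes, 0.38 for the cell division and DNA replication genes and 0.21 for the extracellular matrix genes. All these medians kept their direction, and the cause was not tested. After both scalings, which shift all transcripts of a day alike, the day 2 medians of the skeletal muscle genes and of the recombination and repair genes were above 0, at 0.038 and 0.012. Matching the background on mean expression, chosen after seeing the data, moved 10 of 12 background shares of the lists on day 3 by more than the spread of the matched lists. For the skeletal muscle genes the share increased, 9.0%, lies below the 10.7% of all expressed transcripts and above the 4.07% of the matched lists, since transcripts with low values pass the cutoff more often. On days 0 to 2, 18 of 162 list medians moved by more than the spread. Of 39 genes followed on day 3, 13 (3 from Figure 4A and 10 small RNAs) were listed at 0 in a day 3 library. These have no closed interval, and the size of their ratio is set by the pseudocount. The 26 genes above 0 in both day 3 libraries stayed within their intervals under both other pseudocounts and both scalings. The control library was 1.72 times as deep on day 2, when the 200 most abundant transcripts had a median log2 ratio of 0.37, and whether depth is the source of that value stays open. Clumped reads limit single transcripts with few reads on every day.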

Differences from the paper's values

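The paper's count of genes increased by more than 1.5-fold on day 3 is 934, and the deposited values gave 1532 transcripts. Of the alternatives set before the data were examined, a mean of at least 5 over the 8 libraries gave 933 and a 2-fold cutoff gave 893, both within 1.5 times of the paper's value. The others did not close the gap, with 1417 at a pseudocount of 1, 1554 at a pseudocount of 0.01, 2573 with no filter, 2246 with a maximum of at least 1, 1475 with more than 4 normalized reads, 1545 after median-ratio centring, 1643 after upper-quartile scaling, 1532 with 1 transcript per gene symbol and 408 with the same direction on days 2 and 3. Chosen after seeing the values, a mean of deposited values above 4 gave 1008, or 948 with a pseudocount of 1 and 927 with the deposited log2 columns. Also chosen after seeing the values, a maximum of the 2 day 3 values above 4 gave 1233, their mean above 4 gave 1050, and mRNA identifiers alone gave 1243, whereas a maximum of deposited values above 4 gave 1423 and a minimum above 4 gave 595, which did not close the gap.

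The paper's count of reduced transcripts is 1472, and the deposited values gave 1796, within 1.5 times. Chosen after seeing the values, a maximum of the 2 day 3 values above 4 gave 1492 and mRNA identifiers alone gave 1431, and the other settings chosen in this way gave between 704 and 1705. The paper's count of expressed transcripts is 12744, and the deposited values gave 14312, within 1.5 times. A mean of deposited values above 4, chosen after seeing the values, gave 12648, the mean of the 2 day 3 values above 4 gave 12678, and the other filters chosen in this way gave between 11153 and 14119. A mean of at least 5, with 12399 expressed, 1128 reduced and 933 increased transcripts, brought all of these counts within 1.5 times of the paper's, as did the 2-fold cutoff, with 14312, 1069 and 893. Of the filters chosen after seeing the values, so did a mean of deposited values above 4 (12648, 1215 and 1008), a maximum of the 2 day 3 values above 4 (13094, 1492 and 1233), a mean of these values above 4 (12678, 1287 and 1050) and mRNA identifiers alone (12953, 1431 and 1243).

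The paper reports Klf13 as higher in knockdown cells on day 3 by quantitative PCR. Its primer list gives the same sequences for Klf1 and Klf13, so which gene that value measured is not clear. In these libraries Klf13 was at 151.6 in control and 130.1 in knockdown cells, a log2 ratio of -0.22 whose 95% interval, -0.47 to 0.02, includes 0. Figure 4B lists extracellular matrix organization among the annotations of reduced genes. The extracellular matrix list used here, which is not the study's, had a median log2 ratio of 0.17 on day 3 and -0.12 on day 0. The paper finds no gene sets of myogenesis over-represented among the increased genes. Of the skeletal muscle list used here, which is not the study's either, 9.0% were increased, below the 10.7% of all expressed transcripts and above the 4.07% of lists matched on mean expression, a background chosen after seeing the values.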

Other observations

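In this part the tests of scaling, low expression and length for the day 3 counts were chosen before the results were seen. So was that of the selection of induced transcripts, and the other tests were chosen after. The upper-quartile scaling used for the cell division and DNA replication genes was itself among the alternatives fixed beforehand.

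The induced transcripts were lower in siKlf5 on day 3 with a median log2 ratio of -0.38. Selection on the siCtrl day 3 library does not account for the whole difference, since a set chosen in siCtrl day 2, which shares no library with the day 3 ratio, had a median of -0.13. The set chosen in the siKlf5 libraries rose to 0.09, but there the selection favours siKlf5. Choosing the set in the mean of both siRNAs moved the day 3 median by 0.22, so selection may account for part of its size. Simulated counting noise acting through the selection gave a median of -0.064. What stays open is how much of the remainder is an effect of the knockdown, as 1 library per siRNA and day does not separate it from a difference between cultures.

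On day 3, 1796 of the 3328 transcripts past 1.5-fold were reduced. Low expression does not account for the excess, since the share was 55.3% among transcripts with a mean of at least 10. Length does not account for all of it, since the share was 55.7% in the middle of 3 groups of equal size by length, although in the longest group it was 46.6%. Scaling cannot be told apart from a real excess. Median-ratio centring moved the day 3 ratio by less than 0.01 and so decides nothing, and after upper-quartile scaling the share was 50.7%. Simulated libraries with no knockdown effect gave 68.1% as many transcripts past 1.5-fold as observed when reads came in units of 6, and 27.5% when they came singly. Whether counting noise is the source of most of these transcripts thus cannot be told apart from a knockdown effect, because the true size of the units is not known.

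Transcripts with exactly 6 reads were at least 2.83 times as many as those with exactly 5 in every library. Counting both ends of each fragment favours even numbers, but without copies it does not account for the pattern in most libraries, since transcripts with 6 reads outnumbered those with 4 in 7 of the 8 libraries, with a median ratio of 2.09. The exception was siCtrl day 2, at 0.84. Transcripts with 3 reads outnumbered both those with 2 and those with 4 in 6 of the 8 libraries. They did not in siCtrl day 0, where 466, 386 and 328 transcripts had 2, 3 and 4 reads, nor in siCtrl day 2, where 578, 205 and 349 did. A candidate explanation is that copies of single fragments were held at 3 reads per position by the authors' counting. It stays open, since the ratio of transcripts with 3 reads to those with 4 was above 1 in the other 7 libraries and 0.59 in siCtrl day 2. No biological explanation was tested.

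The 200 transcripts with the highest means had a median log2 ratio of 0.37 on day 2. The median was 0.05 on day 0, -0.08 on day 1 and 0.06 on day 3. The control library was 1.09, 0.97, 1.72 and 1.14 times as deep as the knockdown library on days 0, 1, 2 and 3, so the medians follow the order of the depth ratios. A candidate explanation is that the limit of 3 reads per position lowers abundant transcripts in the deeper library. The order rests on 4 pairs of libraries and was seen before the test was chosen, and a biological difference on day 2 stays open.

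The cell division and DNA replication genes had a median log2 ratio of 0.11, 0.37, 0.05 and 0.35 on days 0, 1, 2 and 3, above at least 9971 of the 10000 matched lists on each day. The paper reports no effect of the knockdown on proliferation in growth medium. Scaling does not account for the day 3 value, which was 0.38 after upper-quartile scaling. The hypothesis that all transcripts that fall during differentiation fell less in knockdown cells was tested on 624 transcripts with a mean of at least 10 that fell at least 2-fold in control cells by day 2, outside this list. Their day 3 median was 0.11, higher than all matched lists and well below that of the cell division genes. Without the filter on the mean, 1184 transcripts had a median of 0.01. These sets were not matched to the cell division genes on the size of the fall. The test thus cannot decide whether a smaller loss of falling transcripts in general accounts for the size of the day 3 value. A smaller share of cells leaving the cell cycle stays open as an untested biological explanation.

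Of the 17 Klf genes, 12 were expressed. On day 3 Klf10 was at 173.7 in control and 110.9 in knockdown cells, a log2 ratio of -0.65 (95% interval -1.01 to -0.29), and Klf2 and Klf3 had log2 ratios of -0.43 (95% interval -0.75 to -0.10) and -0.33 (95% interval -0.63 to -0.04). Klf11 was at 66.2 and 47.6, a log2 ratio of -0.48 (95% interval -1.0 to 0.01). Klf4 had a log2 ratio of 0.11 (95% interval -0.08 to 0.29), Klf7 one of 0.72 (95% interval -0.34 to 1.74), Klf9 one of -0.31 (95% interval -0.69 to 0.10) and Klf12 one of -0.27 (95% interval -1.53 to 1.12). Klf6 had a log2 ratio of 0.05 (95% interval -0.14 to 0.23) and Klf16 one of 0.03 (95% interval -0.49 to 0.53). The day 3 intervals of these genes from Klf11 on include 0, and a difference was not detectable on that day at this depth. Klf11 was lower in knockdown cells on day 0 (-0.91, -1.47 to -0.34) and day 2 (-0.46, -0.88 to -0.06). Klf6 was lower on day 0 (-0.18, -0.35 to -0.004) and Klf12 on day 2 (-1.41, -3.61 to -0.04). Klf4 was higher on day 2 (0.34, 0.18 to 0.51). Klf1, Klf15 and Klf17 were listed at 0 in control cells on day 3 and rest on 3, 4 and 6 reads in knockdown cells, Klf8 rests on 7 and 8 reads, and Klf14 was listed at 0 in every library. Tead4 had log2 ratios of -0.40, -0.80, -0.73 and -0.34 on days 0, 1, 2 and 3, and its 95% interval on day 2 was -0.96 to -0.50. Mef2d had a log2 ratio of -0.42 on day 3 (95% interval -0.63 to -0.22). Myf6 rests on 64 and 10 reads on day 3, with a log2 ratio of -2.46 (95% interval -5.48 to -0.07). On day 3 the intervals of Runx1 (log2 ratio 0.02, -0.17 to 0.20) and Sp1 (0.18, -0.08 to 0.43) include 0. So do those of Myf5 (0.04, -0.35 to 0.43), Pax7 (0.46, -0.38 to 1.37) and Gapdh (0.00, -0.12 to 0.12). Some intervals of other days do not. Runx1 was lower in knockdown cells on day 0 (-0.38, -0.67 to -0.10) and day 2 (-0.35, -0.51 to -0.18). Gapdh was lower on day 1 (-0.30, -0.43 to -0.18) and higher on day 2 (0.36, 0.25 to 0.47). Myf5 was higher on day 2 (0.40, 0.09 to 0.71).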
